# Transcriptional Changes Involved in Atrophying Muscles during Prolonged Fasting in Rats

**DOI:** 10.3390/ijms21175984

**Published:** 2020-08-20

**Authors:** Marianne Ibrahim, Thierry Wasselin, Etienne Challet, Alain Van Dorsselaer, Yvon Le Maho, Thierry Raclot, Fabrice Bertile

**Keywords:** fasting, transcriptomics, rat, muscle, protein breakdown, protein synthesis, oxidative stress, fuel metabolism

## Abstract

Food deprivation resulting in muscle atrophy may be detrimental to health. To better understand how muscle mass is regulated during such a nutritional challenge, the current study deciphered muscle responses during phase 2 (P2, protein sparing) and phase 3 (P3, protein mobilization) of prolonged fasting in rats. This was done using transcriptomics analysis and a series of biochemistry measurements. The main findings highlight changes for plasma catabolic and anabolic stimuli, as well as for muscle transcriptome, energy metabolism, and oxidative stress. Changes were generally consistent with the intense use of lipids as fuels during P2. They also reflected increased muscle protein degradation and repressed synthesis, in a more marked manner during P3 than P2 compared to the fed state. Nevertheless, several unexpected changes appeared to be in favor of muscle protein synthesis during fasting, notably at the level of the phosphatidylinositol-3-kinase (PI3K)/protein kinase B (AKT)/mammalian target of rapamycin (mTOR) signaling pathway, transcription and translation processes, and the response to oxidative stress. Such mechanisms might promote protein sparing during P2 and prepare the restoration of the protein compartment during P3 in anticipation of food intake for optimizing the effects of an upcoming refeeding, thereby promoting body maintenance and survival. Future studies should examine relevance of such targets for improving nitrogen balance during catabolic diseases.

## 1. Introduction

There is obvious evidence that cardiac and skeletal muscles are of primary importance for well-being, metabolic health maintenance, and healthy ageing [1,2,3,4]. In one hand, the innate ability of the heart to contract ensures continuous supply of oxygen and nutrients to the organs. On the other hand, skeletal muscle is the largest organ in the body, comprising 40% of total body weight in humans [5], and contractile properties of its fibers are responsible for an individual’s ability to breathe, maintain posture, or move and accomplish movements. To produce energy and contraction, skeletal muscle uses either lipid fuels or carbohydrates, muscle glycogen stores being mobilized when the availability of dietary glucose decreases [6]. Skeletal muscles can also be seen as a reservoir of amino acids, whose mobilization can serve for protein synthesis in various organs [1], and for liver glucose neosynthesis to ensure maintenance of glycemia during food deprivation [7]. In addition, a significant thermogenic role for skeletal muscle has been strongly suggested [8]. Finally, skeletal muscle exerts a number of endocrine or paracrine effects on various physiological processes through the production of the so-called myokines [9]. Therefore, bodily functions of muscle make its maintenance crucial for the organism’s homeostasis. However, muscle integrity is inevitably challenged throughout life. Muscle atrophy occurs during ageing [10], within certain diseases [11], and in situations of disuse and/or microgravity [12] or fasting [13,14]. In addition, muscle atrophy has already been associated with the development of metabolic diseases [15]. However, there is virtually no fully effective countermeasure today to fight the loss of muscle mass.

To allow an efficient treatment against muscle atrophy to be developed, we need to understand in depth how muscle mass is regulated in wasting conditions. Prolonged fasting offers a unique model where total food deprivation triggers profound changes in the metabolic status of individuals [16,17,18]. After a short period of adaptation (phase 1) characterized by exhaustion of glycogen stores, energy needs are essentially met during phase 2 (P2) by the use of lipid fuels and the increased production of ketone bodies, while the breakdown of body proteins is reduced—the so-called protein sparing. In late fasting, before fat stores are exhausted, body proteins are increasingly mobilized for energy purposes during phase 3 (P3). Both cardiac and skeletal muscle mass and protein content are thus gradually decreased during P2 and then P3 of fasting compared to the fed state [13,19,20]. Compared to values recorded in fed animals, it has been shown that absolute and fractional synthesis rates are decreased in the heart and skeletal muscle of rats during P2 and even more during P3 of fasting, whereas at the same time whole-body protein degradation is lowered [13]. Measurements in perfused skeletal muscle from fed and prolonged fasted rats have revealed an elevation of muscle degradation that occurs essentially during P3 [21,22]. However, the molecular regulations that control the balance between protein synthesis and degradation during P2 and P3 of fasting versus fed state have only been partly investigated using Northern blot analysis. Analysis of various mRNA levels in rat gastrocnemius muscle has revealed a selective induction in P2 and coordinated upregulation in P3 for factors of the main proteolytic systems [19]. It was later shown that upregulation of gene expression for few components of the proteolytic systems during P2 and P3 of fasting affects in particular the gastrocnemius, tibialis anterior (TIB), and diaphragm muscles, whereas soleus (SOL) and heart muscles appear less affected [20]. Finally, cathepsin B, H, and L have been hypothesized to play a role in the curtailment of muscle proteolysis during P2 of fasting, as their activity levels are decreased in hindlimb muscles during prolonged fasting in both P2 and P3 rats compared to fed animals [23]. Overall, these data provide a partial view of how muscle protein balance is regulated during prolonged fasting. Deciphering of the complex regulatory networks regulating muscle protein synthesis and degradation during prolonged fasting therefore requires a more detailed analysis.

Muscle cell metabolism is intricately linked to the regulation of muscle mass, and multiple pathways and processes modulate muscle protein synthesis and breakdown [24,25,26,27,28,29,30]. It is widely recognized that signaling pathways and metabolic adaptations are orchestrated by posttranslational modifications. However, changes at the transcriptional level could help fine-tune the response an organism may exhibit when facing challenging conditions. In the context of the metabolic phases of prolonged fasting, we questioned whether transcriptional regulation could reflect changes in fuel metabolism and muscle protein/mass loss. Therefore, the major aim of this study was to analyze in-depth muscle transcriptome of fed and prolonged fasted rats. These data, together with the measurement of other metabolic parameters, enabled us to draw a detailed scheme of the molecular mechanisms modified in atrophying muscles during prolonged fasting.

## 2. Results

### 2.1. Animal Metabolic Status

Animals in the fed, P2, and P3 states (*N* = 5/group) exhibited very different metabolic profiles (Table 1). Total consumption of O_2_ was significantly decreased during fasting in both P2 and P3 rats (−23%). From similar initial values, a significant decrease was recorded in the body mass of P2 versus fed rats (−23%), and P3 versus P2 rats (−16%). The rate of body mass loss (dm/m.dt) was significantly lower (twofold) for P2 than P3 rats. The utilization of lipids as the main energy substrates during P2 was corroborated by significantly higher levels of plasma non-esterified fatty acids (NEFA) compared to values in the fed state (+37%) and a respiratory quotient (RQ) value decreased to 0.69. On the reverse, the reduced mobilization of lipid fuels during P3 resulted in a threefold reduction of plasma NEFA levels relative to the fed state, while RQ reached a value of 0.75, i.e., higher compared to that during P2. It has already been shown that body proteins are spared during P2, whereas increased loss of body proteins occurs during P3 [13,19,20,31]. Plasma levels of urea, a main product of protein degradation, nicely reflected body protein metabolism, as they tended to decrease in P2 versus fed rats and significantly reached twofold higher values during P3. Finally, plasma glucose levels were significantly lower in both fasted groups than in the fed state (−22 to 31%).

Muscles are a major reservoir for body proteins. Because of the late increase in body protein breakdown during P3 of fasting, the mass of TIB and heart muscles were significantly decreased in P3 rats versus fed or P2 animals (up to −30%). Although significance was not reached, a 15% decrease in the mass of SOL was also observed in both P2 and P3 of fasting compared to the fed state.

### 2.2. Changes in Plasma Levels of Hormones and Growth Factors in Response to Prolonged Fasting

Circulating concentrations of hormones and growth factors are shown in Figure 1. Concentrations of plasma insulin and testosterone were significantly decreased during P2 (2.5- and 6.4-fold, respectively) and P3 (3.4- and 72-fold, respectively) of fasting compared to the fed state. Relative to values in fed animals, higher levels were clearly observed for corticosterone in the plasma of rats during both P2 (67-fold) and P3 (485-fold) of prolonged fasting, although significance was reached only in P3. The levels of plasma growth hormone (GH) and tumor necrosis factor alpha (TNFα) remained unchanged in fasted rats versus fed animals.

### 2.3. Overall Changes in TIB Muscle Transcriptome in Response to Prolonged Fasting

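The tibialis anterior muscle (TIB) of male Sprague Dawley rats was profiled on Affymetrix Rat Gene 1.0 ST arrays, with 1 array per rat. The 9 arrays come from 3 fed rats, 3 rats in P2 and 3 rats in P3 and are named below by group and replicate, from Fed 1 to P3 3. The paper gives a mean fasting time of 5.6 days for P2 and 7.8 days for P3, over 5 rats per group. The authors summarized the probes with RMA, which includes a quantile normalization between arrays, so the deposited values are log2 intensities. The deposited table holds 29215 probe sets per array. Array medians lay between 5.80 and 5.90 on the log2 scale. Pearson's r across probe sets, which are not independent replicates, was 0.987 to 0.994 between arrays of the same group and 0.957 to 0.987 between arrays of different groups. From there, the 3 group means were fitted to all 9 arrays with limma, and P2 was compared with Fed, P3 with Fed and P3 with P2. P-values were adjusted over the 29215 probe sets by the Benjamini-Hochberg method, and a probe set with an adjusted p under 0.05 counts as changed. Log2 fold changes are given with their standard error after the ± sign, and group levels with their SD, for 3 rats per group throughout. Gene symbols come from the platform's annotation: 15310 probe sets carry 1 symbol, and where a gene has several the probe set with the highest mean stands for it, which leaves 14506 genes. The tests of gene lists use camera with a preset correlation of 0.01 between genes, on 50 lists, and their p-values are adjusted over the lists and the 3 comparisons. The number of arrays limits the precision. In data simulated with the spread of these arrays, 83.6% of probe sets changed by 1 on the log2 scale were called in P2 versus Fed and 80.6% in P3 versus Fed. For a change of 0.5 the shares were 43.3% and 47.8%. Only 200 of the 29215 simulated probe sets were changed, fewer than were called in the real data. That makes the adjusted threshold stricter, so the shares may be too low for the real data.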

After elimination of reference genes, signal intensities from 26,535 probes were considered for microarray analysis based on three biological replicates per group (Table S1). 

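Mt1, a metallothionein that binds zinc and copper, rose from a log2 intensity of 6.96 ± 0.30 in fed rats to 12.90 ± 0.09 in P3, a log2 fold change of 5.94 ± 0.16 (adjusted p = 1.24e-07). The log2 fold change in P3 was 5.36 ± 0.12 for Ampd3, an AMP deaminase. Tfrc, the transferrin receptor that brings iron into cells, fell by 4.84 ± 0.14 (adjusted p = 1.36e-07), from 11.53 ± 0.10 to 6.69 ± 0.17. Other transcripts with large decreases in P3 were Nrep (-4.90 ± 0.20), Ky, which codes a muscle protein (-4.49 ± 0.13), and Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase (-4.22 ± 0.11). Already in P2, Mt1 was higher by 2.17 ± 0.16 and Tfrc lower, with a log2 fold change of -3.33 ± 0.14. Across the 3 groups of 3 rats, limma's moderated F test called 7649 of the 29215 probe sets, which is 26.2%. They include a probe set of 33.3% of the named genes. The test of the paper's methods, an unmoderated analysis of variance with a p under 0.001, called 3005 probe sets. Among 100 divisions of the 9 arrays into groups of 3, drawn from 280 possible ones with the real division included, the highest count of another division was 4827.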

Statistical analysis highlighted significantly changed levels for 2886 probes (ANOVA *p*-value < 0.001), which corresponded to a very low false discovery rate of 0.044 (Benjamini–Hochberg). Post hoc pairwise comparisons (Tukey adjusted *p*-value < 0.001) revealed that P3 of fasting induced changes for 2689 of them (i.e., 93%) and P2 of fasting for only 664 of them (i.e., 26%). This reveals a sharp difference in the transcriptomic response of rat tissues to prolonged fasting. Indeed, we have previously shown using similar microarray platforms that P3 elicited changes for approximately 80% but P2 for approximately 50% of the significantly changed probe signals in the liver and white adipose tissue of comparable rats [32,33]. 

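In P2, Mc5r, a melanocortin receptor, rose by 3.00 ± 0.16 on the log2 scale (adjusted p = 7.35e-05), and Angptl4, an inhibitor of lipoprotein lipase, by 2.90 ± 0.18 (adjusted p = 8.17e-05). The log2 fold change was 2.79 ± 0.24 for Fmo2, a flavin-containing monooxygenase. G0s2, an inhibitor of the triglyceride lipase ATGL, fell by 3.15 ± 0.22 (adjusted p = 0.000136). In P3, the increases included Scgb2a1 (4.10 ± 0.28) and Tmem140 (3.84 ± 0.09), and the decreases included Sypl2, a protein of the muscle triad (-4.39 ± 0.30), Jph2, the junctophilin that links the sarcoplasmic reticulum to the plasma membrane (-4.01 ± 0.13), and Plcd4, a phospholipase C (-4.12 ± 0.11). Over all 29215 probe sets, limma called 8538 in P3 versus Fed (29.2%) and 2711 in P2 versus Fed (9.28%), with 3 rats per group. P3 and P2 differed in 4680. A change of at least 2-fold was found for 1412 probe sets higher and 1151 lower in P3, and for 239 higher and 224 lower in P2. Of the 7649 probe sets past the moderated F test, 7201 (94.1%) were called in P3 and 2705 (35.4%) in P2. The P2 share was 23.1% without P2 3, 25.0% without Fed 2 and 39.6% without P2 1. The P2 count fell to 1573 without Fed 2, to 1711 without Fed 3 and to 1627 without P2 3, whereas no single array moved the P3 count by more than 1.5 times. With the test of the paper's methods, the counts were 2813 in P3 and 660 in P2.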

Differences between rat groups are nicely visualized using hierarchical clustering analysis of genes and arrays that were carried out for the set of differential probe signals (Figure S1). Hence, clustering data not only showed the low variability between biological replicates, but also clearly highlighted that mRNA expression profiles in fed animals are well distinguished from those of both the P2 and P3 fasting stages in the liver and white adipose tissue [32,33], whereas P2 appeared closer to the fed state than to P3 in skeletal muscle (Figure S1).

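Many transcripts of P2 rats lay between their levels in fed and in P3 rats. Gpnmb, a glycoprotein of lysosomes, had log2 intensities of 6.00 ± 0.29 in fed, 7.48 ± 0.10 in P2 and 10.99 ± 0.36 in P3 rats. For Slc7a6, an amino acid transporter, the log2 fold changes were 1.77 ± 0.20 in P2 and 4.14 ± 0.20 in P3 versus Fed, and for Cyp2e1, a cytochrome P450, 2.08 ± 0.34 and 4.07 ± 0.34. Each of the 9 arrays had its nearest neighbour in its own group. The mean Euclidean distance over all probe sets was 67.3 ± 2.57 (SD over 9 pairs of arrays) between Fed and P2, 80.0 ± 5.49 between P2 and P3, and 109.5 ± 2.08 between Fed and P3. Within a group it was 41.3 for Fed, 51.7 for P2 and 43.3 for P3. The distance of P2 arrays to Fed was 0.842 of their distance to P3, and 0.791, 0.896 and 0.846 for the single arrays P2 1, P2 2 and P2 3. On the line from the Fed mean to the P3 mean, the P2 arrays lay at 0.415 ± 0.0397 (SD over 3 arrays) of the way. With the arrays divided into 2 clusters, the P2 rats joined the fed rats. Component 1 of a principal component analysis held 65.5% of the variance and separated the groups in the order Fed, P2, P3. Component 2 held 9.69%, and on it P2 1 stood apart from P2 2 and P2 3, as the plot of the 9 arrays shows. With each probe set scaled to unit SD, the ratio of distances was 0.962. From the clustering of the changed probes (Figure S1), the paper concludes that replicates vary little and that muscle in P2 lies nearer to the fed state than to P3, unlike the liver and white adipose tissue.

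**Figure D1:**
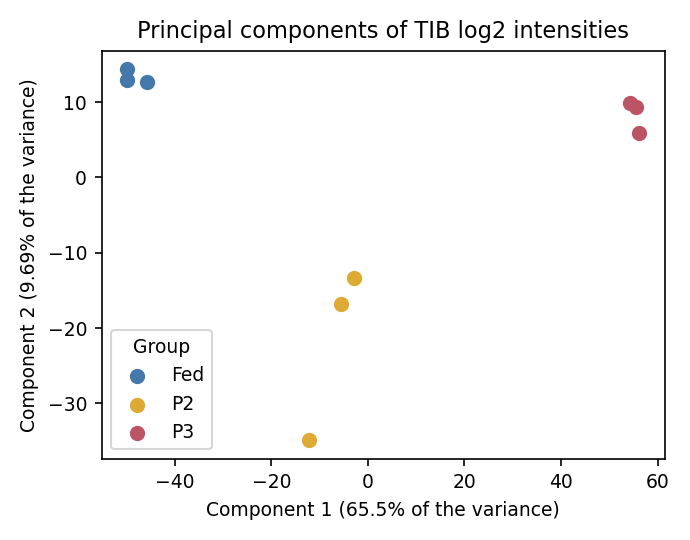
Principal components of the log2 intensities of all probe sets in TIB, 1 point per rat, with component 1 on the x axis and component 2 on the y axis. On component 1 the fed rats lie between -49.8 and -45.7, the P2 rats between -12.2 and -2.85 and the P3 rats between 54.3 and 56.2. P2 1 lies at -34.9 on component 2.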

From Table S1, it can be seen that 362 probes exhibited a significantly upregulated intensity in the TIB from P2 compared to fed animals. 

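The transcripts higher in P2 came in groups that differ in what they did in P3. Oas1k, of the oligoadenylate synthetase family, was higher by 2.68 ± 0.26 in P2 and by 3.27 ± 0.26 in P3 on the log2 scale, and Omd, a matrix proteoglycan, by 2.36 ± 0.24 and 2.98 ± 0.24. Others rose in P2 and then dropped: the P3 versus P2 log2 fold change of Mc5r was -2.24 ± 0.16 (adjusted p = 3.31e-05) and that of Angptl4 -2.70 ± 0.18 (adjusted p = 2.82e-05). Ucp3, the mitochondrial uncoupling protein of muscle, had a log2 intensity of 9.59 ± 0.72 in fed, 11.84 ± 0.19 in P2 and 8.62 ± 0.64 in P3 rats. It rose in P2 (2.24 ± 0.38, adjusted p = 0.00798) and was lower in P3 than in P2 (-3.21 ± 0.38, adjusted p = 0.000538). Its P3 value against Fed, -0.97 ± 0.38, did not pass the test (adjusted p = 0.0945), and a call appeared without Fed 1 (adjusted p = 0.0362). In all, 1500 probe sets were higher in P2 than in fed rats, 185 of them with no call in P3, and 121 of the 1500 were lower in P3 than in P2. Of the 1500, 1294 were also higher in P3, where independent lists of these sizes would share 237.6. Leaving out Fed 2, Fed 3 or P2 3 changed the 1500 to 843, 978 and 918 and the 1294 to 753, 861 and 791. The 185 became 94 without Fed 1, 77 without Fed 2, 123 without P2 2 and 110 without P2 3 and fell by more than 1.5 times without Fed 3 too, and the 121 became 194 without P2 1. Both comparisons use the same 3 fed rats, which are too few to be split, so part of the overlap may come from them.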

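Errfi1, a feedback inhibitor of the EGF receptor that glucocorticoids induce, had log2 intensities of 9.14 ± 0.20 in fed, 10.48 ± 0.49 in P2 and 12.59 ± 0.07 in P3 rats, with 3 rats per group. Its P3 versus P2 log2 fold change was 2.12 ± 0.21 (adjusted p = 0.00022). Sat1, the acetyltransferase that starts the breakdown of polyamines, rose by 0.90 ± 0.09 from Fed to P2 and by 2.26 ± 0.09 from P2 to P3 (adjusted p = 2.36e-06). For Cth, which makes cysteine from cystathionine, the steps were 1.02 ± 0.10 and 1.82 ± 0.10, and for Insig1, a regulator of cholesterol synthesis, 1.01 ± 0.11 and 2.04 ± 0.11. Of the 1500 probe sets higher in P2, 718 were higher still in P3 by the direct comparison of P3 with P2. The 718 became 440 without Fed 2, 464 without P2 2 and 402 without P2 3, and the 1500 became 843 without Fed 2, 978 without Fed 3 and 918 without P2 3. The median ratio of the P3 change to the P2 change was 1.55 over the 1500. At the threshold of the paper's methods, the count of such probe sets was 172.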

Intensity levels for 162 of these 362 probes were then further increased during P3. On the reverse, we observed that signal intensities were significantly reduced for 262 probes in the TIB from P2 compared to fed animals, and intensity was further reduced during P3 versus P2 for 137 of them. In addition, signal intensities from 263 probes were significantly and similarly altered in both P2 and P3 versus the fed state, with 108 of them being downregulated by fasting and 155 being upregulated. 

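Casq2, the calcium store protein of slow and cardiac muscle, fell by 2.11 ± 0.20 in P2 (adjusted p = 0.000519) and a further 1.14 ± 0.20 from P2 to P3, on the log2 scale. Igfbp5, a binding protein of insulin-like growth factors, had log2 fold changes of -1.66 ± 0.12 in P2 and -2.54 ± 0.12 in P3 versus Fed. For Mettl21c, a lysine methyltransferase of muscle, they were -1.98 ± 0.13 and -3.17 ± 0.13, and for Gpt, an alanine aminotransferase, -0.92 ± 0.16 and -2.14 ± 0.16. The P3 versus P2 step of Gpt was -1.22 ± 0.16 (adjusted p = 0.000763). With 3 rats per group, 1211 probe sets were lower in P2 than in fed rats, and 630 of them were lower still in P3 than in P2. In P3, 1138 of the 1211 were also lower than in fed rats. Leaving out Fed 2, Fed 3 or P2 3 changed the 1211 to 730, 733 and 709 and the 1138 to 699, 698 and 668, and the 630 became 408 without Fed 2 and 364 without P2 3. Independent lists of these sizes would share 162.1, and part of the overlap may come from the fed rats that both comparisons use. The correlation of the P2 and P3 fold changes across probe sets was 0.780, beside 0.502 for simulated unchanged groups that share a reference, and their covariance was 0.153 beside 0.0121. In these simulations a mean of 0 probe sets was called higher in both phases, and 0 lower. Sharing a reference thus did not give such an overlap by itself.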

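Prodh, which starts the oxidation of proline, was higher by 2.50 ± 0.32 in P2 and 2.56 ± 0.32 in P3 on the log2 scale, and its P3 versus P2 value was 0.05 ± 0.32 (adjusted p = 0.952). Arrdc2, an arrestin-domain protein, had log2 fold changes of 2.38 ± 0.15 and 2.09 ± 0.15 versus Fed. On the side of the decreases, Glrx, a glutaredoxin, changed by -1.81 ± 0.23 and -2.09 ± 0.23, G0s2 by -3.54 ± 0.22 in P3 and Iqcg by -1.96 ± 0.09 and -2.02 ± 0.09. The P3 versus P2 value of Iqcg was -0.06 ± 0.09 (adjusted p = 0.762). Myh3, the embryonic myosin heavy chain, was lower by the same test, with log2 fold changes of -1.48 ± 0.09 and -1.61 ± 0.09. With 3 rats per group, 567 probe sets were higher and 504 lower in both P2 and P3 versus Fed with no call between P2 and P3. The 567 became 303 without Fed 2, 352 without Fed 3 and 953 without P2 1, and the 504 became 331 without Fed 1, 286 without Fed 2, 266 without Fed 3 and 301 without P2 3. A missing call does not show equal levels. A change of 0.5 between P2 and P3 was called for 29.9% of simulated probe sets, in data where only 200 of 29215 were changed. At the threshold of the paper's methods, 163 such probe sets were higher.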

Finally, signal intensities for 2098 probes were significantly changed in P3 (not in P2) versus the fed state, with 928 of them being downregulated and 1170 being upregulated. 

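Slc35f5 rose by 3.16 ± 0.17 in P3 versus Fed on the log2 scale, and its P2 value was 0.28 ± 0.17. Itgb6, an integrin subunit, fell by 4.04 ± 0.34 in P3 (adjusted p = 2.45e-05) and had a P2 value of 0.06 ± 0.34. For Car14, a membrane carbonic anhydrase, the P3 value was -2.78 ± 0.14 and the P2 value 0.50 ± 0.14. P2 calls appeared for Slc35f5 without P2 1 (adjusted p = 0.0383) and for Car14 without P2 3 (adjusted p = 0.0423). With 3 rats per group, 3323 probe sets were higher and 2752 lower in P3 versus Fed with no call in P2. The direct comparison of P3 with P2 called 1616 of the 3323 and 1252 of the 2752 in the same direction. For the other 1707 and 1500, a difference between the phases did not pass the test. At the threshold of the paper's methods, 1229 probe sets were higher and 984 lower in P3 with no call in P2.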

Significant changes in the levels of four transcripts was further validated using Northern blots. 

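Hmox1, the heme-degrading enzyme induced by oxidative stress, rose from a log2 intensity of 5.64 ± 0.37 in fed rats to 8.74 ± 0.18 in P3, with 3 rats per group. This is an 8.54-fold increase (log2 fold change 3.09 ± 0.17, adjusted p = 2.77e-06). Its P2 value was 0.32 ± 0.17 (adjusted p = 0.335), and a P2 call appeared without Fed 3 (adjusted p = 0.0485). Gpx1, the cytosolic glutathione peroxidase, fell to 0.447 of the Fed level in P2 (log2 fold change -1.16 ± 0.21, adjusted p = 0.00947) and to 0.228 of it in P3 (-2.13 ± 0.21, adjusted p = 6.25e-05). Cat, which breaks down hydrogen peroxide, was higher in both phases, with log2 fold changes of 0.83 ± 0.14 in P2 (adjusted p = 0.0085) and 0.65 ± 0.14 in P3 (adjusted p = 0.00818). For Sod1, the cytosolic superoxide dismutase, the values were 0.33 ± 0.09 in P2 (adjusted p = 0.0591) and 0.18 ± 0.09 in P3 (adjusted p = 0.178). A P2 call of Sod1 appeared without P2 3 (adjusted p = 0.0462).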

The same changes were found when comparing microarrays and Northern blots for heme oxygenase 1 (*Hmox1*) and selenium-dependent glutathione peroxidase (*Gpx1*) mRNA levels in rat TIB, whereas significant upregulation of TIB superoxide dismutase 1 (*Sod1*) and catalase (*Cat*) mRNA levels observed from Northern blots was paralleled by non-significant trends toward upregulation for mRNA levels (especially *Cat*) measured from microarray analysis (see below).

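Over the 32 measured subunits of complex I, the mean log2 fold change was -0.55 in P2 and -1.39 in P3. Targets of the glucocorticoid receptor had the largest mean increase among the gene lists, 1.16 in P2 and 2.23 in P3, with 17 and 20 of 22 members higher (18 and 21 when adjusted over the list alone). Camera gave adjusted p = 8.2e-13 in P2 (adjusted p = 0.138 with an estimated correlation) and adjusted p = 6.24e-14 in P3 (adjusted p = 0.135 with an estimated correlation). The mean of the members is shown for 18 lists in the plot of gene lists. Of 150 list tests, 87 passed with the preset correlation, 33 of them higher and 54 lower. With an estimated correlation 2 passed, both for glycolysis. Markers of other cell types moved with the groups as well. In P3, 9 of 12 markers of fibro-adipogenic cells were lower (9 when adjusted over the list alone; mean -1.53, adjusted p = 0.000754, adjusted p = 0.367 with an estimated correlation). Adipocyte markers had a mean of 0.68 in P2, with 5 of 11 higher (8 when adjusted over the list alone, adjusted p = 2.18e-05, adjusted p = 0.146 with an estimated correlation). This count was 3 without Fed 2. Macrophage, lymphocyte and endothelial markers did not pass in either phase.

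**Figure D2:**
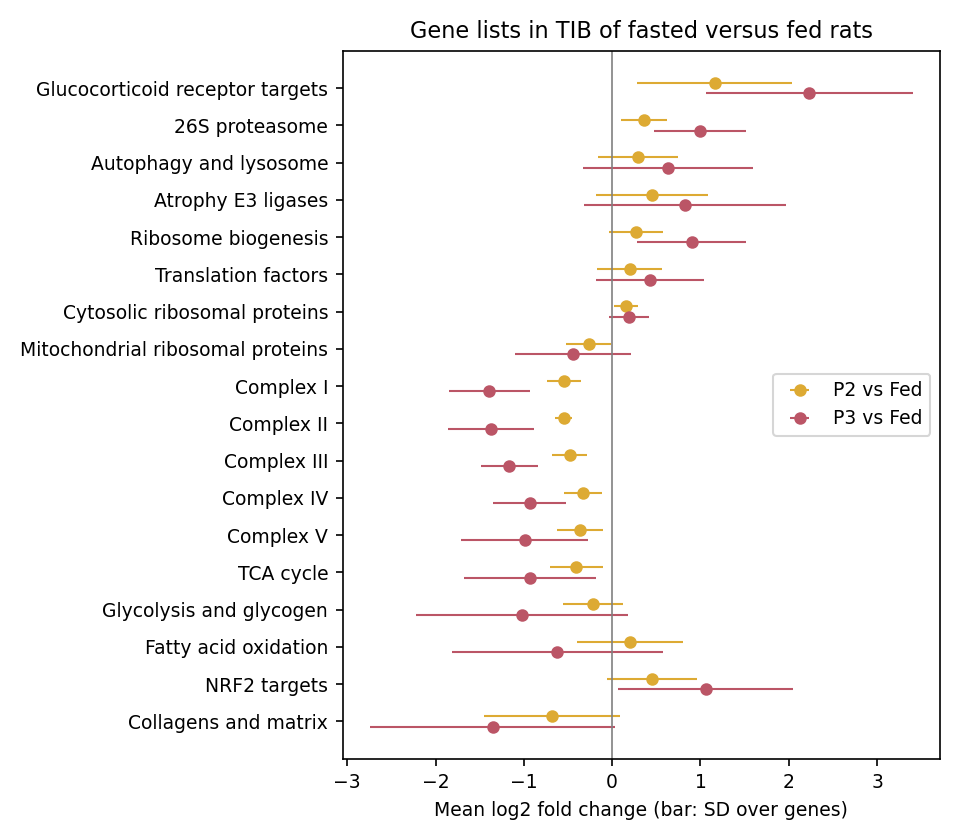
Mean log2 fold change over the measured genes of 18 gene lists in TIB, on the x axis, for P2 versus Fed and P3 versus Fed, with 3 rats per group. Bars are the SD over the genes of a list. Glucocorticoid receptor targets lie at 2.23 and complex I subunits at -1.39 in P3.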

Functional annotation analysis of TIB transcriptomic data revealed that differences between fed, P2, and P3 rats mainly involved transcripts known to play a role in muscle intermediary metabolism and the control of the protein balance (Figure S1). The higher fold enrichment value was notably calculated for the broad function “protein metabolism”, and the higher number of enriched Gene Ontology (GO) terms was obtained for the “mitochondrion function”.

### 2.4. Changes in the TIB Transcriptome Related to Regulation of Muscle Protein Balance

A large number of transcripts coding proteins involved in the control of muscle protein balance were found differentially regulated in TIB from fasted versus fed rats (Table S1). 

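Subunits of the 26S proteasome, the protease of ubiquitin-tagged proteins, rose in both phases. In P2, 19 of 37 measured genes were higher and none was lower (29 higher when adjusted over the list alone). In P3, 32 were higher (33 when adjusted over the list alone) and none was lower. The mean log2 fold change went from 0.36 in P2 to 1.00 in P3, and the direct comparison of P3 with P2 called 31 of them. Psmd8, of the regulatory particle, had log2 fold changes of 0.81 ± 0.10 and 2.31 ± 0.10, and Psma5, of the core, 0.59 ± 0.07 and 1.75 ± 0.07. Camera gave adjusted p = 4.77e-12 in P2 (adjusted p = 0.192 with an estimated correlation) and adjusted p = 3.08e-17 in P3 (adjusted p = 0.146 with an estimated correlation). Genes of ribosome assembly rose too, 27 of 75 in P2 (36 when adjusted over the list alone) and 64 in P3 (66 when adjusted over the list alone), with 3 and 2 lower. Their mean was 0.27 in P2 (adjusted p = 3.45e-10, adjusted p = 0.2 with an estimated correlation) and 0.90 in P3 (adjusted p = 3.26e-21, adjusted p = 0.135 with an estimated correlation). Nob1, which trims the RNA of the small subunit, rose by 1.27 ± 0.16 and 2.24 ± 0.16, and Pop7, a subunit of RNase P, was lower by the same test (-0.86 ± 0.11 and -1.09 ± 0.11). The P2 counts moved by more than 1.5 times without single arrays: for the proteasome 11 without Fed 2 and 12 without Fed 3, and for ribosome assembly 17 without Fed 2 and 15 without P2 3.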

To give a detailed view of such changes, we distributed transcripts among different “functional groups”.

For muscle protein degradation-related changes (Figure 2A), functional groups included the signaling pathways for transforming growth factor beta (TGFβ) and myostatin, tumor necrosis factor alpha (TNFα), and corticosterone. Different pathways and processes were also considered, including the nuclear factor-kappa B (NFκB) pathway, the forkhead box protein O (FOXO) pathway, and the autophagy and ubiquitin–proteasome systems. The number of significant changes was low during P2 of fasting versus the fed state. They essentially included upregulations for transforming growth factor beta receptor type 3 (*Tgfbr3*), mothers against decapentaplegic homolog 4 (*Smad4*), Kruppel-like transcription factor (*Klf15*), forkhead box protein O1 and O3 (*Foxo1* and *Foxo3*), NAD-dependent protein deacetylase sirtuin-1 (*Sirt1*), AN1-type zinc finger protein 5 (*Zfand5*), and several factors that play a role in the autophagy process (*Bnip3*, *Bnip3l*, *Ctsl*, *Gabarapl1*, *Lamp2*, *Sqstm1*, *Ulk1*) or the ubiquitin–proteasome system (e.g., the E3 ubiquitin ligases *Fbxo32*, *Trim63*, *Fbxo4*, *Mgrn1*, *Pias2*, and *Siah1*, together with several proteasome subunits). 

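In P2, transcripts of ubiquitin ligases linked to muscle atrophy, of autophagy and of the FOXO pathway were higher as lists. Those of TGF-beta signaling were mixed. Among those of NF-kappaB and TNF signaling, more were higher than lower, but the list did not pass. Of 20 measured ubiquitin ligases, 7 were higher and 1 was lower in P2 than in fed rats (10 higher and 2 lower when adjusted over the list alone). Cblb, a ligase that acts on the insulin receptor substrate IRS1, had a log2 fold change of 1.07 ± 0.14, and Trim55, a sarcomere ligase, -0.63 ± 0.17. The list's mean was 0.45 (adjusted p = 1.09e-05, adjusted p = 0.135 with an estimated correlation). Of 51 genes of autophagy and the lysosome, 18 were higher and 0 lower (24 higher and 2 lower when adjusted over the list alone), with a mean of 0.29 (adjusted p = 3.18e-06, adjusted p = 0.135 with an estimated correlation). In the FOXO list, 4 of 14 were higher (6 when adjusted over the list alone; adjusted p = 0.00189, adjusted p = 0.187 with an estimated correlation). For TGF-beta, activin and myostatin signaling, 5 of 37 were higher and 4 lower (5 and 6 when adjusted over the list alone), and the list did not pass (adjusted p = 0.992). For NF-kappaB and TNF signaling, 5 of 24 were higher and 1 was lower (8 and 2 when adjusted over the list alone), with adjusted p = 0.168. Traf3, an adaptor of TNF receptors, was the lower gene (-1.09 ± 0.18). Counts in these last lists rest on single arrays. Higher TGF-beta genes numbered 1 without Fed 1 and 3 without Fed 2, Fed 3, P2 2 or P2 3, and higher NF-kappaB and TNF genes 3 without Fed 2 or P2 2. The lower TGF-beta genes numbered 2 without Fed 1, Fed 2, Fed 3, P2 2, P2 3, P3 1 or P3 3 and 1 without P2 1.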

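Fbxo32 (atrogin-1), a ubiquitin ligase that rises in wasting muscle, was 4.84-fold higher in P2 than in fed rats (log2 fold change 2.28 ± 0.14, adjusted p = 7.92e-05). Trim63 (MuRF1), the ligase of sarcomere proteins, was 2.82-fold higher (1.49 ± 0.13, adjusted p = 0.000284). The transcription factors Foxo1 and Foxo3 rose by 1.73 ± 0.14 and 1.34 ± 0.12, and Klf15, a glucocorticoid-induced factor, by 1.79 ± 0.18. Among autophagy genes, the log2 fold change was 1.76 ± 0.11 for Gabarapl1, 1.68 ± 0.09 for the lysosomal protease cathepsin L (Ctsl), 1.03 ± 0.11 for the initiating kinase Ulk1, 0.96 ± 0.08 for the cargo receptor Sqstm1 and 0.75 ± 0.10 for the lysosomal membrane protein Lamp2. Those of the mitophagy receptors Bnip3 and Bnip3l were 0.58 ± 0.08 and 0.42 ± 0.07. Tgfbr3, the TGF-beta coreceptor, rose by 1.25 ± 0.14, Zfand5 by 0.81 ± 0.08, Siah1 by 0.69 ± 0.07 and Fbxo4 by 0.53 ± 0.08. Smad4 had 0.32 ± 0.07 (adjusted p = 0.0183) and Pias2 0.28 ± 0.06 (adjusted p = 0.0288). Mgrn1 was lower, with -0.31 ± 0.07 (adjusted p = 0.0189). The Smad4 call ended without Fed 1, Fed 3, P2 2 or P2 3 (adjusted p from 0.0567 to 0.0639), that of Pias2 ended without Fed 2, Fed 3 or P2 3 (adjusted p from 0.0847 to 0.0992) and that of Mgrn1 ended without Fed 2, Fed 3, P2 2 or P2 3 (adjusted p from 0.0507 to 0.0692). Of the 19 named genes that were measured, 18 were higher in P2 with 3 rats per group. The study chose them on these arrays, so this count is not independent evidence.

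**Figure D3:**
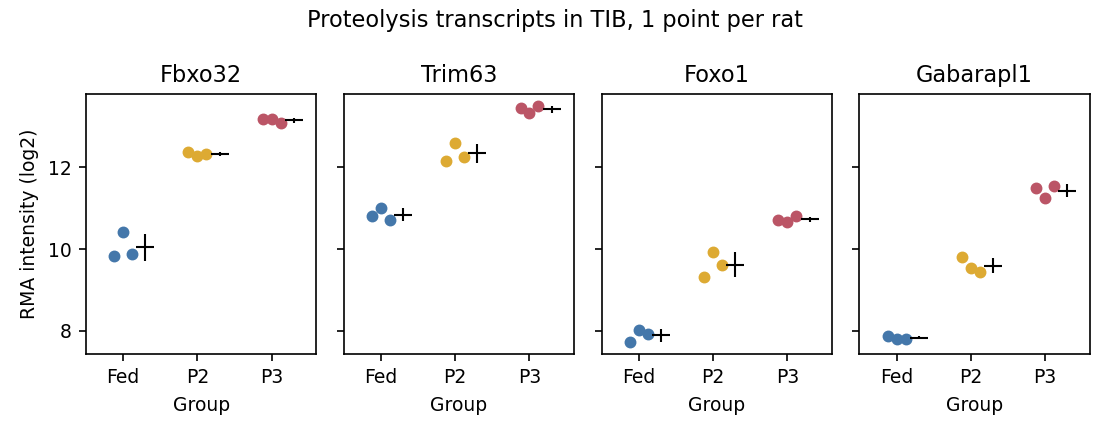
Log2 RMA intensity of Fbxo32, Trim63, Foxo1 and Gabarapl1 in TIB, on the y axis, for the 3 rats of each group. Black marks are the group mean with its SD. Fbxo32 lies between 9.84 and 10.4 in fed rats, between 12.3 and 12.4 in P2 and between 13.1 and 13.2 in P3.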

Interestingly, gene expression of mitogen-activated protein kinase kinase 6 (*Map2k6*) was downregulated during prolonged fasting. These changes were generally maintained but most often exacerbated during P3 of fasting, which was also characterized by a high number of additional changes. For example, transforming growth factor beta receptor type 1 (*Tgfbr1*), dual specificity mitogen-activated protein kinase kinase 3 (*Map2k3*), cyclic AMP-dependent transcription factor ATF4 (*Atf4*), growth arrest and DNA damage-inducible protein GADD45 alpha (*Gadd45a*), and various factors of TNFα/NFκB signaling (*Map3k14*, *Tnfrsf21*, *Nfkbia*, *Rela*, *Chuk*, *Cnsk2a2*), corticosterone pathway (*Ddit4*), and autophagy (e.g., *Atg3*, *Atg5*, *Atg14*, *Tom1*, *Tax1bp1*) and ubiquitin–proteasome (e.g., *Ube2ql*, *Ube4a*, *Ube2gl*, *Map3kl*, *Psmb3*, *Psmd4*, *Psma3*) systems were found expressed at higher levels in P3 rats versus fed animals. 

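Map2k6, a kinase that activates p38 MAP kinases, had a log2 intensity of 9.56 ± 0.12 in fed, 7.67 ± 0.26 in P2 and 6.25 ± 0.19 in P3 rats. It fell to 0.270 of the Fed level in P2 (log2 fold change -1.89 ± 0.14, adjusted p = 0.000197) and to 0.101 of it in P3 (-3.31 ± 0.14, adjusted p = 7.39e-07). P3 differed from P2 by -1.42 ± 0.14 (adjusted p = 0.000223), with 3 rats per group.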

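In P3, Fbxo32 and Trim63 rose further, by 0.82 ± 0.14 (adjusted p = 0.00393) and 1.09 ± 0.13 (adjusted p = 0.000448) over P2 on the log2 scale. For Foxo1 and Foxo3 the steps from P2 to P3 were 1.11 ± 0.14 and 1.06 ± 0.12, and for Gabarapl1 1.83 ± 0.11 (adjusted p = 1.57e-05). Fbxo30 (MUSA1), a ubiquitin ligase of muscle atrophy, rose by 2.40 ± 0.21 versus Fed. Of the 20 ubiquitin ligases, 13 were higher and 3 lower in P3 than in fed rats (13 and 4 when adjusted over the list alone), with a mean of 0.82 (adjusted p = 0.000366, adjusted p = 0.17 with an estimated correlation). For autophagy and the lysosome, 28 of 51 were higher and 4 lower (28 and 5 when adjusted over the list alone; mean 0.63, adjusted p = 2.57e-06, adjusted p = 0.135 with an estimated correlation). Map1lc3b, whose protein coats autophagosomes, rose by 2.19 ± 0.08, whereas Ctsh, another lysosomal protease, fell by 1.00 ± 0.18. In NF-kappaB and TNF signaling, 12 of 24 were higher and 1 was lower (12 and 1 when adjusted over the list alone; adjusted p = 0.00237, adjusted p = 0.163 with an estimated correlation). TGF-beta, activin and myostatin signaling had 4 higher and 13 lower of 37 (5 and 13 when adjusted over the list alone), and the list did not pass (adjusted p = 0.0785). The immunoproteasome, the form that cuts peptides for antigen presentation, had 5 of 9 genes lower (5 when adjusted over the list alone; adjusted p = 0.0211, adjusted p = 0.374 with an estimated correlation). That count was 3 without Fed 3, P3 2 or P3 3. The direct comparison of P3 with P2 called 12 ubiquitin ligases higher and 2 lower, and 23 autophagy genes higher and 5 lower, the last being 2 without P3 1 and 3 without P3 3. The TGF-beta list passed as lower in P3 than in P2, with 6 genes lower and 2 higher (6 and 2 when adjusted over the list alone; mean -0.30, adjusted p = 0.0077, adjusted p = 0.261 with an estimated correlation).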

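Among signaling genes, Gadd45a, a stress protein that ATF4 induces in atrophying muscle, rose by 2.39 ± 0.21 in P3 versus Fed on the log2 scale (adjusted p = 3.5e-05). Atf4 itself rose by 1.04 ± 0.09 (adjusted p = 3.33e-05). Ddit4 (REDD1), an inhibitor of mTORC1 that glucocorticoids induce, was 13.0-fold higher (3.70 ± 0.31, adjusted p = 2.53e-05). Within TNF and NF-kappaB signaling, the log2 fold changes were 2.15 ± 0.19 for the inhibitor Nfkbia, 1.89 ± 0.18 for the receptor Tnfrsf21, 1.45 ± 0.11 for the kinase Map3k14, 1.44 ± 0.10 for Csnk2a2, 0.95 ± 0.10 for Rela and 0.80 ± 0.11 for Chuk. Tgfbr1 rose by 1.30 ± 0.12 and Map2k3 by 1.36 ± 0.11. Autophagy genes had log2 fold changes of 1.33 ± 0.14 (Tom1), 1.13 ± 0.08 (Tax1bp1), 0.86 ± 0.09 (Atg14), 0.77 ± 0.08 (Atg5) and 0.58 ± 0.08 (Atg3). Of the ubiquitin-proteasome system, Psmd4 and Ube4a rose by 1.43 ± 0.12 and 1.42 ± 0.12, Map3k1 by 1.04 ± 0.13, Psmb3 by 0.96 ± 0.08, Ube2g1 by 0.48 ± 0.08 and Ube2q1 by 0.40 ± 0.07. All 22 measured genes of this group were higher in P3, with adjusted p from 1.03e-05 to 0.00173 and 3 rats per group. The study chose them on these arrays, so the count is not independent evidence. Of the 22, 13 were called higher in P2 as well, among them Ddit4 (2.44 ± 0.31, adjusted p = 0.00189), Nfkbia (1.52 ± 0.19) and Atf4 (0.53 ± 0.09), and 1 at the threshold of the paper's methods. The 13 became 8 without Fed 1, P2 2 or P2 3 and 7 without Fed 2. Tested directly, Tnfrsf21 differed most between P3 and P2 (2.49 ± 0.18, adjusted p = 3.98e-05), and Nfkbia did not pass (0.63 ± 0.19, adjusted p = 0.0585), although a call appeared without P2 2 (adjusted p = 0.00708).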

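Smad6, an inhibitor of BMP signaling, fell to 0.307 of the Fed level in P3 (log2 fold change -1.70 ± 0.20, adjusted p = 0.000173), and P3 differed from P2 by -1.10 ± 0.20 (adjusted p = 0.00449). Smad2, which carries the TGF-beta signal to the nucleus, had a log2 fold change of -0.47 ± 0.07 in P3 (adjusted p = 0.000813). Its P3 versus P2 value was -0.19 ± 0.07 (adjusted p = 0.118), with 3 rats per group. Smad3, its partner, fell in P3 as well (-0.67 ± 0.10, adjusted p = 0.00101).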

The reverse was observed for mothers against decapentaplegic homologs 2 and 6 (*Smad2* and *Smad6*). Concerning the FOXO pathway, the levels for transcripts coding protein Mdm2 (*Mdm2*), casein kinase 1 epsilon (*Csnk1e*), and CREB-binding protein (*Crebbp*) were higher in P3 relative to the fed state.

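Mdm2, a ubiquitin ligase that acts on FOXO proteins, rose by 0.80 ± 0.07 in P3 versus Fed on the log2 scale (adjusted p = 2.4e-05). Csnk1e, a casein kinase that phosphorylates FOXO1, rose by 0.71 ± 0.08 (adjusted p = 0.000201), and Crebbp, an acetyltransferase, by 0.62 ± 0.09 (adjusted p = 0.000509). In the FOXO list, 8 of 14 measured genes were higher and none was lower in P3 (8 when adjusted over the list alone), with a mean of 0.73 (adjusted p = 0.000219, adjusted p = 0.146 with an estimated correlation). The P3 versus P2 differences were 0.57 ± 0.07 for Mdm2 (adjusted p = 0.000481) and 0.45 ± 0.08 for Csnk1e (adjusted p = 0.00601), and Crebbp did not pass (0.14 ± 0.09, adjusted p = 0.356).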

For muscle protein synthesis-related changes (Figure 3), functional groups included the signaling pathways for insulin-like growth factor-1 (IGF-1) and insulin and growth hormone (GH), as well as ribosome proteins and biogenesis, transcription elongation factors, translation factors, the factors involved in aminoacyl-tRNA biosynthesis and muscle development, and finally clock genes. 

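Igf1r and Insr, the receptors of insulin-like growth factor 1 and of insulin, rose by 0.86 ± 0.11 and 0.75 ± 0.09 in P2 versus Fed on the log2 scale, with adjusted p of 0.00167 and 0.00159. Pik3r1, the regulatory subunit of phosphatidylinositol 3-kinase, rose by 1.34 ± 0.15, and Jak2, the kinase of the growth hormone receptor, by 1.05 ± 0.11. Igf1 itself fell by 1.08 ± 0.22, and Irs1, a docking protein of both receptors, fell by 0.78 ± 0.19. The Igf1 call ended without Fed 1 or Fed 3 (adjusted p from 0.0556 to 0.0644). Of 37 measured genes of insulin, IGF-1 and GH signaling, 5 were higher and 9 lower in P2 (6 and 12 when adjusted over the list alone), and the list did not pass (adjusted p = 0.508). The count of lower genes was 5 without Fed 1 and 4 without Fed 3. Among clock genes, Per1 was 3.46-fold higher (1.79 ± 0.21, adjusted p = 0.0013) and Per2 2.27-fold higher (1.18 ± 0.12, adjusted p = 0.000753), whereas Npas2, a partner of BMAL1, fell by 1.06 ± 0.17. Of 17 clock genes, 4 were higher and 2 lower in P2 (7 and 4 when adjusted over the list alone; adjusted p = 0.241), with 3 rats per group.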

During P2 compared to the fed state, the vast majority of transcripts remained unchanged, except for several factors of the IGF-1/Insulin/GH signaling, with the abundance of insulin-like growth factor 1 receptor (*Igf1r*), insulin receptor (*Insr*), tyrosine-protein kinase JAK2 (*Jak2*), phosphatidylinositol 3-kinase regulatory subunit alpha (*Pik3r1*), and two clock genes (*Per1* and *Per2*) being increased. The levels of transcripts coding ribosomal proteins (*Mrps16*, *Mrpl16*, *Mrpl24*, *Rps6ka2*), translational activator of cytochrome c oxidase 1 (*Taco1*), and glutamyl-tRNA(Gln) amidotransferase subunit A (*Qrsl1*) were found to be significantly decreased during P2, and the reverse was observed for two factors involved in the processing of pre-mRNAs (*Gtpbp4*, *Mphosph10*) and histone deacetylase 4 (*Hdac4*). 

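Mrps16 and Mrpl16, of the small and large subunit of the mitochondrial ribosome, fell by 0.77 ± 0.10 and 0.43 ± 0.07 in P2 on the log2 scale. Taco1, which is needed for the translation of a complex IV subunit, fell by 0.86 ± 0.08, and Qrsl1, of the mitochondrial glutaminyl-tRNA pathway, fell by 0.86 ± 0.09. Gtpbp4 and Mphosph10, which act in ribosome assembly, rose by 0.54 ± 0.08 and 0.75 ± 0.09, and Hdac4, a histone deacetylase, by 0.77 ± 0.09 (adjusted p = 0.00135). In P3, the log2 fold changes were 1.63 ± 0.08, 2.13 ± 0.09 and 0.74 ± 0.09 in the same order. Of 68 measured mitochondrial ribosomal proteins, 18 were lower and none was higher in P2 (27 lower when adjusted over the list alone). Their mean was -0.27 (adjusted p = 8.56e-11, adjusted p = 0.203 with an estimated correlation). The count of 18 was 11 without Fed 2 or P2 2.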

Increased levels were recorded during P2 of fasting for 3 translation factors (*Eif2b3*, *Eif4ebp1*, and *Eif4g3*), as well as significantly decreased levels for *Rps6ka2*. 

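Eif4ebp1, which holds back cap-dependent translation, was 3.01-fold higher in P2 than in fed rats (log2 fold change 1.59 ± 0.10, adjusted p = 7.92e-05). Eif4g3, a scaffold of the initiation complex, rose by 1.35 ± 0.07 (adjusted p = 7.35e-05), and Eif2b3, of the exchange factor of eIF2, by 0.57 ± 0.08 (adjusted p = 0.00318). Rps6ka2, a kinase of the RSK family, fell by 0.92 ± 0.07 (adjusted p = 0.00019). Of 43 measured initiation and elongation factors, 8 were higher and 1 was lower (9 and 1 when adjusted over the list alone), with a mean of 0.20 (adjusted p = 0.000855, adjusted p = 0.406 with an estimated correlation). The count of higher genes was 5 without Fed 2 or Fed 3. The 8 higher genes include Eif4ebp1, so count and mean are not of initiation and elongation factors alone. Eif4e2, a cap-binding relative of eIF4E, was the lower gene (-0.47 ± 0.08).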

Contrary to P2, many changes occurred during P3 of fasting. First, those significant changes observed during P2 versus the fed state were either maintained or exacerbated during P3. In addition, lower levels were observed during P3 of fasting for pyruvate dehydrogenase kinase, isozyme 1 (*Pdk1*) phosphatidylinositol 3-kinase catalytic delta polypeptide (*Pik3cd*), and one clock-related mRNA (*Bhlhe40* or *Dec1*), whereas insulin receptor substrate 2 (*Irs2*), ragulator complex protein LAMTOR3 (*Lamtor3*), and harmatin (*Tsc1*) were significantly increased. 

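Bhlhe40, a repressor of the clock, fell to 0.284 of the Fed level in P3 (log2 fold change -1.82 ± 0.17, adjusted p = 4.34e-05). Pdk1, a kinase that inhibits pyruvate dehydrogenase, fell by 0.95 ± 0.08 (adjusted p = 3.17e-05), and Pik3cd fell by 1.11 ± 0.12 (adjusted p = 0.000158). Lamtor3, of the complex that brings mTORC1 to lysosomes, rose by 0.82 ± 0.09 (adjusted p = 0.000172) and Tsc1, of the complex that inhibits mTORC1, by 0.97 ± 0.11 (adjusted p = 0.000166). P3 differed from P2 by -1.29 ± 0.17 for Bhlhe40, -0.74 ± 0.08 for Pdk1, 0.72 ± 0.09 for Lamtor3 and 0.70 ± 0.11 for Tsc1. For Pik3cd, which was lower in P2 as well (-0.81 ± 0.12), this difference was -0.30 ± 0.12 (adjusted p = 0.17), and a call appeared without P2 2 (adjusted p = 0.0357). Igf1r rose further, by 2.06 ± 0.11 over P2, and Igfbp3, a carrier of IGF-1, rose by 2.20 ± 0.18 versus Fed. Of the 37 genes in the list of insulin, IGF-1 and GH signaling, 14 were higher and 13 lower in P3 (14 and 14 when adjusted over the list alone; adjusted p = 0.945). The 13 lower genes include Pdk1, the pyruvate dehydrogenase kinase, so the count is not of signaling genes alone. Pdpk1, another gene of the list, was called higher in P3 than in fed rats and higher in P3 than in P2.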

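Pstk, a kinase of the selenocysteine-tRNA pathway, fell to 0.191 of the Fed level in P3 (log2 fold change -2.39 ± 0.16, adjusted p = 7.77e-06). Tars2, Sars2 and Aars2, which charge mitochondrial tRNAs, fell by 1.08 ± 0.11, 0.80 ± 0.09 and 0.76 ± 0.08, and Gatc fell by 0.82 ± 0.10. Mars1 and Tars1, which charge cytosolic tRNAs, rose by 0.78 ± 0.07 and 0.59 ± 0.08. Of 14 genes in the list of mitochondrial aminoacyl-tRNA synthesis, 8 were lower and 1 was higher in P3 (8 and 1 when adjusted over the list alone; mean -0.59, adjusted p = 0.00346, adjusted p = 0.338 with an estimated correlation). The list also holds Pstk, which is among the 8 lower genes, so count and mean are not of mitochondrial genes alone. In P2, 5 of them were lower and 0 higher (7 and 0 when adjusted over the list alone; mean -0.30, adjusted p = 0.000273, adjusted p = 0.238 with an estimated correlation), and the lower ones numbered 2 without Fed 2, Fed 3 or P2 3. Of 21 cytosolic genes, 10 were higher and 1 was lower in P3 (14 and 1 when adjusted over the list alone; mean 0.27, adjusted p = 0.00325, adjusted p = 0.368 with an estimated correlation). The count of higher cytosolic genes was 6 without P3 2. Tested directly, P3 differed from P2 with a mean of 0.33 for the cytosolic list (adjusted p = 1.08e-05, adjusted p = 0.224 with an estimated correlation) and of -0.29 for the mitochondrial list (adjusted p = 0.0523), where a call appeared without P2 1 or P3 2 (adjusted p from 0.0152 to 0.0201).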

Concerning factors involved in aminoacyl-tRNA biosynthesis, the levels were essentially lower during P3 (*Aars2*, *Cars2*, *Dars2*, *Gatc*, *Pstk*, *Sars2*, *Tars2*), except for methionine-tRNA ligase (*Mars*) and threonine-tRNA ligase 1 (*Tars*), which were increased. 

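Tceal7, of the TCEAL family of elongation factor relatives, fell to 0.110 of the Fed level in P3 (log2 fold change -3.19 ± 0.25, adjusted p = 1.78e-05) and was lower in P2 as well (-1.89 ± 0.25, adjusted p = 0.00238). Tceal8 fell by 0.89 ± 0.10 in P3 (adjusted p = 0.000123), and its P2 value was -0.13 ± 0.10. Tcea1 (TFIIS), which restarts stalled RNA polymerase II, rose by 1.08 ± 0.09 (adjusted p = 1.92e-05) and Supt5h, of the elongation factor DSIF, by 0.67 ± 0.07 (adjusted p = 7.09e-05). The P3 versus P2 log2 fold changes were -1.30 ± 0.25, -0.76 ± 0.10, 0.76 ± 0.09 and 0.46 ± 0.07 in the same order, each of them called with 3 rats per group.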

Two transcription elongation factors (*Tceal7*, *Tceal8*) were downregulated during P3 of fasting, and three others (*Tcea1*, *Supt5h*, *Tceanc2*) were upregulated. 

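Mrpl48, Mrpl12 and Mrpl40, of the large mitochondrial subunit, had log2 fold changes of -1.80 ± 0.07, -1.66 ± 0.14 and -1.65 ± 0.08 in P3 versus Fed. Of 68 measured mitochondrial ribosomal proteins, 38 were lower and 3 higher (45 and 3 when adjusted over the list alone), with a mean of -0.44 (adjusted p = 4.5e-09, adjusted p = 0.225 with an estimated correlation). Mrpl41, of the same subunit, was higher by 3.25 ± 0.13 (adjusted p = 5.11e-07). Among cytosolic ribosomal proteins, Rpl3 rose by 1.18 ± 0.12 (adjusted p = 8.86e-05) and Rps12 by 0.85 ± 0.09 (adjusted p = 9.38e-05). Of 69, 13 were higher and none was lower (9 when adjusted over the list alone), and the mean was 0.19 (adjusted p = 0.00126, adjusted p = 0.718 with an estimated correlation). The count of 13 was 6 without Fed 1 or Fed 2, 22 without P2 1, 8 without P3 2 and 7 without P3 3. P3 differed from P2 for the mitochondrial list (-0.17, adjusted p = 0.000109, adjusted p = 0.38 with an estimated correlation) and not for the cytosolic list (0.04, adjusted p = 0.359), where a call appeared without P2 1 (adjusted p = 0.000123).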

Transcripts for most of mitochondrial ribosomal proteins were expressed at significantly lower levels during P3 versus the fed state, and the reverse was true for transcripts coding cytosolic ribosomal proteins. 

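Eif3a and Eif3d, subunits of the scaffold that brings the small ribosomal subunit to mRNA, rose by 1.22 ± 0.09 and 0.61 ± 0.08 in P3 versus Fed on the log2 scale. Eif4a1, an RNA helicase, and its partner Eif4h rose by 0.58 ± 0.08 and 0.75 ± 0.09, Eif2b1 by 1.02 ± 0.11, and Eif6, which keeps the ribosomal subunits apart, by 0.83 ± 0.10, with adjusted p from 1.07e-05 to 0.000506 over these 6 genes. The study chose them on these arrays. Of the 6, Eif3a and Eif6 were higher in P2 as well (0.44 ± 0.09 and 0.45 ± 0.10). The P2 call of Eif3a ended without Fed 2, Fed 3 or P2 3 (adjusted p from 0.0546 to 0.0582) and that of Eif6 ended without Fed 1, Fed 2, Fed 3 or P3 3 (adjusted p from 0.0505 to 0.101). In the list of 43 initiation and elongation factors, 24 were higher and 3 lower (26 and 4 when adjusted over the list alone), with a mean of 0.43 (adjusted p = 2.56e-05, adjusted p = 0.338 with an estimated correlation). Eef2k, the kinase that inhibits elongation factor 2, fell by 0.71 ± 0.11. It is among the 3 lower genes, and Eif4ebp1 and Eif4ebp2 are among the 24 higher ones. The list's counts and means are therefore not of initiation and elongation factors alone. P3 differed from P2 by a mean of 0.23 (adjusted p = 9.98e-05, adjusted p = 0.367 with an estimated correlation), and 16 factors were higher than in P2 and 2 lower, the former being 10 without P3 2 or P3 3.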

Translation factors (*Eif2b1*, *Eif3a*, *Eif3d*, *Eif4a1*, *Eif4h*, *Eif6*) were expressed at higher levels during P3, as well as the miRNA miR-29b-2. 

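Myod1, the transcription factor that commits cells to the muscle lineage, fell from a log2 intensity of 9.16 ± 0.61 in fed rats to 6.00 ± 0.32 in P3, that is to 0.111 of the Fed level (adjusted p = 8.58e-05). It was 9.08 ± 0.44 in P2, and P3 differed from P2 by -3.08 ± 0.32 (adjusted p = 0.000265). Fgf2 fell by 1.66 ± 0.16 on the log2 scale in P3 (adjusted p = 6.83e-05) and Fgf6, a growth factor of muscle, fell by 1.05 ± 0.12 (adjusted p = 0.000155). Markers of satellite cells, the stem cells of muscle, moved with the groups: 6 of 11 were lower and 1 was higher in P3 (8 and 1 when adjusted over the list alone; mean -0.48, adjusted p = 0.0129, adjusted p = 0.267 with an estimated correlation). Chodl, a membrane lectin, fell by 1.58 ± 0.23, whereas Sdc4, a syndecan, rose by 1.64 ± 0.24.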

The levels of fibroblast growth factor 2 (*Fgf2*) and 6 (*Fgf6*), as well as of myoblast determination protein 1 (*Myod1*) were significantly reduced in P3 versus fed animals.

Finally, it can be noticed that significance was not reached for changes in the levels of mRNAs that are key to the control of muscle protein balance. This was the case for proteolysis-related mRNAs such as growth/differentiation factor 8, also named myostatin (*Mstn*), and its receptors (*Acvr1b* and *Acvr2b*); TGFβ receptor (*Tgfbr2*); activin receptors (*Acvr1*, *Acvr1b*, *Acvr2a*, *Acvr2b*); androgen receptor (*Ar*); glucocorticoid receptor (*Nr3c1*); serine/threonine-protein kinase (*Sgk1*); TNF receptor-associated factor 6 (*Traf6*); and several factors of the mitogen-activated protein (MAP) kinase pathway (*Map3k7* or *Tak1*, *Mapk11*, *Mapk12*, *Mapk13*, *Mapk14*); nuclear factor NF-kappa-B p105 subunit (*Nfkb1*); and nuclear factor of kappa light polypeptide gene enhancer in B-cells 2, p49/p100 (*Nfkb2*). 

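Mstn (myostatin), which restrains muscle growth, had log2 intensities of 9.04 ± 0.13 in fed, 9.78 ± 0.64 in P2 and 6.56 ± 0.87 in P3 rats. It was lower in P3 than in fed rats (log2 fold change -2.49 ± 0.43, adjusted p = 0.00192) and than in P2 (-3.23 ± 0.43, adjusted p = 0.000919). Sgk1, a kinase of the insulin pathway, rose by 1.16 ± 0.24 in P3 (adjusted p = 0.00568) and Traf6, a ubiquitin ligase of NF-kappaB signaling, by 0.50 ± 0.09 (adjusted p = 0.0023). Acvr1, an activin and BMP receptor, fell by 0.72 ± 0.13 (adjusted p = 0.00242). Smaller values passed for Acvr2b (0.32 ± 0.10, adjusted p = 0.0419) and Mapk12 (-0.37 ± 0.10, adjusted p = 0.0195), where the Acvr2b call ended without Fed 2, Fed 3, P2 1, P2 2, P2 3, P3 2 or P3 3 (adjusted p from 0.05 to 0.138) and that of Mapk12 ended without Fed 1, Fed 2, P3 1 or P3 2 (adjusted p from 0.0543 to 0.0622). In P3 the values of Nr3c1, the glucocorticoid receptor, were 0.01 ± 0.20 (adjusted p = 0.979), of Map3k7 0.18 ± 0.09, of Acvr1b -0.27 ± 0.12, of Mapk11 -0.13 ± 0.09, of Mapk13 -0.14 ± 0.10, of Nfkb1 -0.11 ± 0.07 and of Nfkb2 -0.19 ± 0.10. Acvr2a had 0.36 ± 0.16 (adjusted p = 0.131) and Mapk14 -0.23 ± 0.08 (adjusted p = 0.0649). A call appeared for Acvr2a without P2 1 (adjusted p = 0.0202) and for Mapk14 without P3 2 (adjusted p = 0.0171). In P2, none of these genes was called with 3 rats per group.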

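Eif2s1, the alpha subunit of eIF2, rose by 0.81 ± 0.11 in P3 versus Fed on the log2 scale (adjusted p = 0.000482), whereas Eif4e, the cap-binding protein, fell by 0.55 ± 0.09 (adjusted p = 0.00148). Akt1 and Akt2, kinases of the insulin pathway, were lower in P3 (-0.63 ± 0.12, adjusted p = 0.00291, and -0.67 ± 0.13, adjusted p = 0.00426). Rptor, of mTORC1, rose by 0.38 ± 0.08 (adjusted p = 0.00683) and Eif2b5 by 0.44 ± 0.08 (adjusted p = 0.00216). Values near the threshold were 0.31 ± 0.09 for Mtor (adjusted p = 0.0248), 0.25 ± 0.07 for Gsk3b (adjusted p = 0.0287) and -0.42 ± 0.11 for Fgf4 (adjusted p = 0.0208). The Mtor call ended without Fed 1, Fed 3, P3 2 or P3 3 (adjusted p from 0.0632 to 0.0797), that of Gsk3b ended without Fed 1, Fed 2, Fed 3, P3 1 or P3 3 (adjusted p from 0.0641 to 0.0967) and that of Fgf4 ended without Fed 2, P3 1 or P3 2 (adjusted p from 0.0715 to 0.0771). Rps6kb1, the S6 kinase, was lower in P2 (-0.43 ± 0.10, adjusted p = 0.029), and this call ended without Fed 2, Fed 3, P2 1, P2 2 or P3 3 (adjusted p from 0.0505 to 0.0994). The P3 values of Rpl31, Ghr and Myog were 0.03 ± 0.13, -0.35 ± 0.16 and 0.02 ± 0.32, with adjusted p of 0.899, 0.138 and 0.979.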

The same observation applies to a number of mRNAs involved in protein synthesis such as serine/threonine-protein kinase mTOR; regulatory-associated protein of mTOR complex 1 (*Rptor*); protein kinase B alpha (*Akt1*), beta (*Akt2*), and gamma (*Akt3*); glycogen synthase kinase 3 beta (*Gsk3*β); ribosomal protein S6 kinase beta-1 (*Rps6kb1*); ribosomal protein L31 (*Rpl31*); eukaryotic translation initiation factor 2 subunit 1 (*Eif2s1*); translation initiation factor eIF-2B subunit epsilon (*Eif2b5*); eukaryotic translation initiation factor 4E (*Eif4e*); growth hormone receptor (*Ghr*); myogenin (*Myog*); and fibroblast growth factor 4 (*Fgf4*).

### 2.5. Changes in the TIB Muscle Transcriptome Related to Intermediary and Energy Metabolism

Numerous changes were observed for transcripts coding factors essential to fuel and energy metabolism (Figure 4A, see also details in Table S1). 

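Ndufb8 and Ndufs5, of complex I of the respiratory chain, had log2 fold changes of -1.02 ± 0.10 and -0.94 ± 0.10 in P2 versus Fed, Cox5b, of complex IV, -0.78 ± 0.14, and Atp5mc1, of the rotor of ATP synthase, -0.76 ± 0.12. In complex I, 25 of 32 measured subunits were lower and none was higher (30 lower when adjusted over the list alone). The lower subunits numbered 4 of 4 in complex II (4 when adjusted over the list alone), 4 of 7 in complex III (7), 4 of 13 in complex IV (4) and 6 of 15 in complex V (11). For complex I, camera gave adjusted p = 3.13e-20 (adjusted p = 0.135 with an estimated correlation). In complexes II to V, the means were -0.55 (adjusted p = 0.000136, adjusted p = 0.192 with an estimated correlation), -0.48 (adjusted p = 8.06e-06, adjusted p = 0.189 with an estimated correlation), -0.33 (adjusted p = 8.62e-05, adjusted p = 0.327 with an estimated correlation) and -0.36 (adjusted p = 2.33e-06, adjusted p = 0.219 with an estimated correlation). The count in complex I was 16 without P2 3, and that in complex II was 2 without Fed 1, Fed 2 or P2 3. Contractile genes of slow fibers had a P2 mean of -0.84, below that of complex I (-0.55), with 4 of 12 lower (10 when adjusted over the list alone; adjusted p = 1.75e-06, adjusted p = 0.243 with an estimated correlation), a count that was 2 without Fed 2, Fed 3, P2 1, P2 3 or P3 3.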

Compared to the fed state, P2 of fasting was notably characterized by the reduced expression of several subunits from the mitochondrial oxidative phosphorylation (OXPHOS) complexes, especially complex I (nicotinamide adenine dinucleotide[NADH] dehydrogenase, 18 transcripts) but also complex II (succinate dehydrogenase, 1 transcript), complex III (cytochrome bc1 complex, 2 transcripts), complex IV (cytochrome c oxidase, 1 transcript), and complex V (ATP synthase, 1 transcript). 

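In P3, every measured subunit of complexes I to IV was lower than in fed rats. Ndufb8 fell to 0.165 of the Fed level (log2 fold change -2.60 ± 0.10, adjusted p = 3.74e-07), and Atp5mc3, of the ATP synthase rotor, to 0.231 of it (-2.11 ± 0.14, adjusted p = 7.76e-06). Lower subunits numbered 32 of 32 in complex I, 4 of 4 in complex II, 7 of 7 in complex III and 13 of 13 in complex IV, each with the same number when adjusted over the list alone. In complex V, 14 of 15 were lower and 1 was higher, also when adjusted over the list alone. The higher gene was Atp5if1, which codes the inhibitor of ATP synthase (0.94 ± 0.08, adjusted p = 3.5e-05). Means were -1.37 in complex II (adjusted p = 0.000234, adjusted p = 0.2 with an estimated correlation), -1.16 in complex III (adjusted p = 5.2e-06, adjusted p = 0.187 with an estimated correlation), -0.93 in complex IV (adjusted p = 4.92e-07, adjusted p = 0.225 with an estimated correlation) and -0.99 in complex V (adjusted p = 1.12e-07, adjusted p = 0.192 with an estimated correlation). For complex I, camera gave adjusted p = 1.45e-20 (adjusted p = 0.135 with an estimated correlation). Compared with P2 directly, 32, 4, 6, 10 and 14 subunits of complexes I to V were lower in P3. Contractile genes of slow fibers, which hold more mitochondria than fast glycolytic fibers, were lower too: 8 of 12 in P3 (9 when adjusted over the list alone; adjusted p = 0.000333, adjusted p = 0.367 with an estimated correlation). That count was 5 without P3 2 or P3 3. Between P2 and P3 the slow-fiber list did not pass (3 of 12 lower, mean -0.33, adjusted p = 0.168), although a call appeared without P2 3 or P3 1 (adjusted p from 0.0205 to 0.0482). The mean of complex I between the phases was -0.85. Contractile genes of fast fibers were also lower in P3 than in fed rats (7 of 15, mean -0.60, adjusted p = 0.000568, adjusted p = 0.21 with an estimated correlation). A change of fiber type was not tested as a cause. The plot of the 5 complexes shows the value of each subunit.

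**Figure D4:**
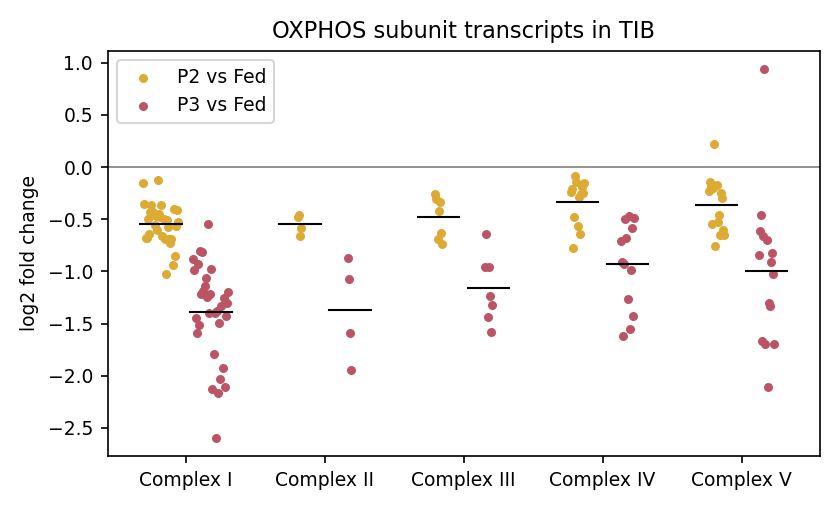
Log2 fold change of each measured OXPHOS subunit in TIB, on the y axis, for P2 versus Fed and P3 versus Fed in complexes I to V, with 3 rats per group. Points are genes and black lines are their means, which lie at -1.39 for complex I and -0.99 for complex V in P3.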

During P3 of fasting, most of these changes were more pronounced than in P2, and downregulation became general for all subunits of OXPHOS complexes in P3 versus the fed state. Hence, we observed the reduced expression of additional subunits from complex I (23 transcripts), complex II (3 transcripts), complex III (6 transcripts), complex IV (8 transcripts), and complex V (10 transcripts). 

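Cox8b, of complex IV, and Uqcrfs1, of complex III, had no call in P2, and their log2 fold changes in P3 were -1.42 ± 0.17 and -1.23 ± 0.10 (adjusted p = 0.000191 and adjusted p = 2.41e-05). A P2 call of Uqcrfs1 appeared without P3 3 (adjusted p = 0.0235). Atp5pb, of complex V, had -0.91 ± 0.10 (adjusted p = 0.00015). Subunits lower in P3 with no lower call in P2 numbered 7 in complex I, 0 in complex II, 3 in complex III, 9 in complex IV and 8 in complex V. The count of 7 in complex I was 12 without Fed 1, 14 without Fed 2 or Fed 3, 3 without P2 1 and 16 without P2 3. In complex II it was 2 without Fed 1, Fed 2 or P2 3 and 1 without Fed 3, P2 1 or P3 2. For complex III it was 2 without P2 1 or P3 3.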

Concerning glycolysis, three transcripts (*Dlat*, *Eno1*, *Pdhb*) were significantly less expressed in P2 versus the fed state. These changes were maintained or exacerbated during P3 of fasting, where the additional downregulation of the abundance of 12 transcripts was observed in comparison to the fed state. 

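Eno1, an enolase of glycolysis, fell to 0.514 of the Fed level in P2 (log2 fold change -0.96 ± 0.11, adjusted p = 0.000957). Dlat and Pdhb, of the pyruvate dehydrogenase complex that feeds pyruvate into mitochondrial oxidation, fell by 0.89 ± 0.10 (adjusted p = 0.00091) and 0.58 ± 0.07 (adjusted p = 0.00151). Of 29 measured genes of glycolysis and glycogen, 5 were lower and none was higher in P2 (8 lower when adjusted over the list alone), with a mean of -0.21 (adjusted p = 0.00126, adjusted p = 0.135 with an estimated correlation). This count was 3 without Fed 3. Pgk1 and Phkg1, a phosphorylase kinase subunit, were among them (-0.59 ± 0.10 and -0.69 ± 0.12).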

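In P3, Slc16a3 (MCT4), which exports lactate, fell to 0.0685 of the Fed level (log2 fold change -3.87 ± 0.16, adjusted p = 5.11e-07). Fbp2, the muscle fructose bisphosphatase, fell by 3.69 ± 0.29, Pgam2, the muscle phosphoglycerate mutase, fell by 3.31 ± 0.09, and Ldha fell by 1.67 ± 0.06. Of the 29 genes, 18 were lower and 2 higher than in fed rats (18 and 3 when adjusted over the list alone), with a mean of -1.02. The higher genes were Hk2, a hexokinase (0.64 ± 0.19), and Aldoc, an aldolase (0.79 ± 0.18). Camera gave adjusted p = 8.47e-08, and the call stayed with an estimated correlation (adjusted p = 0.0487). Aldoa, Gapdh and Pygm, abundant in muscle, had -0.12 ± 0.06, -0.05 ± 0.06 and -0.10 ± 0.06. Compared with P2 directly, 18 genes were lower and 1 was higher in P3 (19 and 1 when adjusted over the list alone; mean -0.81, adjusted p = 4.5e-09).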

For the pentose phosphate pathway, upregulation of hexose-6-phosphate dehydrogenase (*H6pd*) was observed in both P2 and P3 of fasting. 

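H6pd, which makes NADPH in the endoplasmic reticulum, had log2 intensities of 6.93 ± 0.15 in fed, 7.60 ± 0.05 in P2 and 8.45 ± 0.08 in P3 rats. Its log2 fold change versus Fed was 0.67 ± 0.09 in P2 (adjusted p = 0.00224) and 1.52 ± 0.09 in P3 (adjusted p = 3.52e-06), and P3 differed from P2 by 0.85 ± 0.09 (adjusted p = 0.000264), with 3 rats per group.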

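Ehhadh, of peroxisomal fatty acid oxidation, and Acsl4, an acyl-CoA synthetase, rose by 1.61 ± 0.18 (adjusted p = 0.00102) and 1.49 ± 0.08 (adjusted p = 7.35e-05) in P2 versus Fed on the log2 scale. Acadl, a mitochondrial acyl-CoA dehydrogenase, rose by 0.65 ± 0.07 (adjusted p = 0.00102), whereas Acsl6 fell by 1.33 ± 0.08 (adjusted p = 8.33e-05). From P2 to P3, Acsl4 rose further by 1.24 ± 0.08 and Acsl6 fell further, by 1.75 ± 0.08. Acadl was lower in P3 than in P2 (-0.39 ± 0.07, adjusted p = 0.00575). Of 30 measured genes of fatty acid oxidation, 7 were higher and 2 lower in P2 (10 and 6 when adjusted over the list alone), and the list did not pass (adjusted p = 0.102). A list call appeared without P2 1 (adjusted p = 0.0145) and without P2 3 (adjusted p = 0.0367). Targets of PPARs in muscle lipid use did pass, with 11 of 22 higher and none lower (11 higher when adjusted over the list alone; adjusted p = 6.06e-07, adjusted p = 0.192 with an estimated correlation), among them Pnpla2, the triglyceride lipase ATGL (1.68 ± 0.13). In the same arrays 5 of 11 adipocyte markers were higher (8 when adjusted over the list alone; mean 0.68, adjusted p = 2.18e-05, adjusted p = 0.146 with an estimated correlation), a count that was 3 without Fed 2, and Cidec belongs to both lists.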

For fatty acid oxidation, the upregulation of three transcripts (*Acadl*, *Acsl4*, and *Ehhadh*) and downregulation of one transcript (*Acsl6*) were observed during P2 versus the fed state and changes for *Acsl2* and *Acsl6* were more marked during P3. In addition, during P3, significant downregulation of eight other transcripts (*Acadm*, *Acads*, *Acsl1*, *Acsl3*, *Echs1*, *Eci2*, *Fabp3*, *Hadh*) was observed in comparison to the levels measured in fed animals, whereas the levels of miR29a were higher. 

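Fabp3, the fatty acid-binding protein of muscle, fell to 0.0826 of the Fed level in P3 (log2 fold change -3.60 ± 0.20, adjusted p = 3.01e-06). Acsl1, the acyl-CoA synthetase, fell by 1.73 ± 0.19 (adjusted p = 0.000116), and Hadh and Eci2, of beta-oxidation, fell by 1.68 ± 0.11 and 1.50 ± 0.13. The decreases of Acsl3, Acads, Acadm and Echs1 had log2 fold changes of -1.12 ± 0.12, -1.08 ± 0.07, -0.94 ± 0.12 and -0.60 ± 0.08. Of the 30 genes of fatty acid oxidation, 21 were lower and 4 higher in P3 (21 and 4 when adjusted over the list alone; mean -0.62, adjusted p = 1.65e-05, adjusted p = 0.367 with an estimated correlation). Cd36, which takes up fatty acids, was higher (1.47 ± 0.14). Tested against P2, 23 were lower and 2 higher (24 and 2 when adjusted over the list alone; mean -0.82, adjusted p = 1.92e-12, adjusted p = 0.192 with an estimated correlation).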

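Mdh1, the cytosolic malate dehydrogenase, and Sdhd, of succinate dehydrogenase, fell by 2.06 ± 0.12 and 1.95 ± 0.07 in P3 versus Fed on the log2 scale, and both were lower in P2 (-0.86 ± 0.12 and -0.59 ± 0.07). In P3, Dlat and Pdhb had -2.16 ± 0.10 and -1.26 ± 0.07, the mitochondrial Mdh2 -1.36 ± 0.09, Suclg1 -1.17 ± 0.08, Ogdh -1.11 ± 0.10, citrate synthase (Cs) -0.97 ± 0.08 and Idh3a -0.83 ± 0.07. Of 21 measured genes of the cycle and of pyruvate entry, 13 were lower and none was higher in P2 (18 and 1 when adjusted over the list alone; mean -0.40, adjusted p = 1.07e-09, adjusted p = 0.179 with an estimated correlation). In P3, 17 were lower and 2 higher (17 and 3 when adjusted over the list alone; mean -0.93, adjusted p = 2.68e-08, adjusted p = 0.192 with an estimated correlation). The P2 count was 7 without Fed 1 or P2 3, 6 without Fed 2 and 8 without Fed 3. Cs and Sucla2 had no call in P2 (-0.26 ± 0.08 and -0.20 ± 0.08) and were lower in P3 than in P2 (-0.71 ± 0.08 and -0.56 ± 0.08). Pdhx, a structural subunit of the pyruvate dehydrogenase complex, was lower in P2 (-0.73 ± 0.10) and higher in P3 (0.46 ± 0.10).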

Fasting-induced downregulation was also seen at the level of the tricarboxylic acid cycle (TCA) for 4 transcripts (*Dlat*, *Sdhd*, *Dlst*, *Pdhb*) during both P2 and P3 of fasting, and for 13 transcripts (*Aco2*, *Cs*, *Idh3a*, *Idh3g*, *Mdh1*, *Mdh2*, *Ogdh*, *Pdha1*, *Sdha*, *Sdhb*, *Sdhc*, *Sucla2*, *Suclg1*) in only P3. The levels of pyruvate dehydrogenase kinase isozyme 4 (*Pdk4*) were higher in TIB from rats in both fasting P2 and P3 versus rats in the fed state. 

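Pdk4, the kinase that switches off pyruvate dehydrogenase in fasting, had log2 intensities of 10.16 ± 0.40 in fed, 13.21 ± 0.12 in P2 and 12.78 ± 0.10 in P3 rats. It was 8.33-fold higher than in fed rats in P2 (3.06 ± 0.18, adjusted p = 7.35e-05) and 6.17-fold higher in P3 (2.62 ± 0.18, adjusted p = 7.54e-06). The difference between P3 and P2, -0.43 ± 0.18, did not pass (adjusted p = 0.157), and a call appeared without Fed 1 (adjusted p = 0.0401).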

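Prkaa1, a catalytic subunit of the energy sensor AMPK, rose by 0.58 ± 0.09 in P3 versus Fed on the log2 scale (adjusted p = 0.000837), and P3 differed from P2 by 0.50 ± 0.09 (adjusted p = 0.00369). Prkag2, of the gamma subunits, rose by 0.98 ± 0.23 (adjusted p = 0.00945). Prkag3, the gamma subunit of skeletal muscle, fell by 1.06 ± 0.15 (adjusted p = 0.000689), Prkab2 fell by 0.87 ± 0.21 (adjusted p = 0.0135) and Prkag1 fell by 0.69 ± 0.11 (adjusted p = 0.00148). The Prkab2 call ended without Fed 2 or Fed 3 (adjusted p from 0.0502 to 0.0515). The values of Prkaa2, the other catalytic subunit, were -0.24 ± 0.12 in P2 and -0.02 ± 0.12 in P3 (adjusted p = 0.93), and Prkab1 had -0.16 ± 0.10 in P3. With 3 rats per group, none of the 7 measured subunits was called in P2, and 2 were lower without P2 1.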

Finally, the mRNA levels of the catalytic AMP-activated protein kinase (AMPK) subunit alpha-1 (*Prkaa1*) were increased by fasting in P3, and a trend toward upregulation was observed for the non-catalytic subunit gamma-2 (*Prkag2*), whereas the catalytic AMPK subunit alpha-2 (*Prkaa2*) remained unchanged and several non-catalytic subunits beta and gamma tended to be downregulated.

### 2.6. Changes in Sleletal Muscle Protein Levels in Response to Prolonged Fasting

Using Western blot analysis, we measured reduced levels for NADH-ubiquinone oxidoreductase 75 kDa subunit (NDUFS1) during P2 versus the fed state in TIB and during both P2 and P3 in SOL (Figure 4B). However, protein levels remain unchanged for pyruvate dehydrogenase kinase isozyme 4 (PDK4), fatty acid-binding protein (FABP3), and ATP synthase subunit alpha (ATP5A1). We also observed lower levels for endoplasmic reticulum (ER) chaperone BiP (HSPA5 or GRP78) in the heart from P2 and P3 versus fed rats, and higher levels for catalase in TIB and SOL from P2 and especially P3 versus fed animals (see below).

It should be noted that unchanged protein levels for TIB PDK4, FABP3, and ATP5A1 were paralleled by the significant alteration of their mRNA levels. Moreover, the decrease in TIB *Ndufs1* mRNA levels especially pronounced in P3 was paralleled by a decrease in TIB NDUFS1 protein levels significant only in P2. 

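Atp5f1a, which codes the alpha subunit of ATP synthase, fell to 0.558 of the Fed level in P3 (log2 fold change -0.84 ± 0.08, adjusted p = 7.81e-05), and its P2 value was -0.23 ± 0.08 (adjusted p = 0.149). From P2 to P3 it changed by -0.61 ± 0.08 (adjusted p = 0.00118). Fabp3 had a P2 value of -0.25 ± 0.20 (adjusted p = 0.558) and a P3 versus P2 log2 fold change of -3.35 ± 0.20 (adjusted p = 1.68e-05), with 3 rats per group.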

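Ndufs1, the largest subunit of complex I, had log2 intensities of 12.23 ± 0.08 in fed, 11.55 ± 0.30 in P2 and 10.74 ± 0.08 in P3 rats. It was lower in P2 (-0.69 ± 0.14, adjusted p = 0.0162) and fell to 0.355 of the Fed level in P3 (-1.49 ± 0.14, adjusted p = 4.46e-05). The P2 call ended without Fed 1, Fed 2 or P2 3 (adjusted p from 0.051 to 0.0662). From P2 to P3, Ndufs1 changed by -0.81 ± 0.14 (adjusted p = 0.00367).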

In rat TIB, changes in CAT protein levels were in line with changes in *Cat* mRNA levels observed using Northern blots. The same is true in rat SOL and heart, except from the fact that significance was not systematically reached in all cases. 

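Hspa5 (BiP), the main chaperone of the endoplasmic reticulum, had log2 intensities of 10.79 ± 0.07 in fed, 10.34 ± 0.36 in P2 and 10.70 ± 0.07 in P3 rats. Its values versus Fed were -0.44 ± 0.15 in P2 (adjusted p = 0.125) and -0.08 ± 0.15 in P3 (adjusted p = 0.743). A P2 call appeared without P2 2 (adjusted p = 0.0336). Of 26 measured genes of the unfolded protein response, 10 were higher and 5 lower in P3 (11 and 6 when adjusted over the list alone), and the list did not pass (adjusted p = 0.17).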

Finally, concerning HSPA5, it remained unchanged both at the protein (Western blot) and mRNA (microarray) levels.

### 2.7. Changes in Skeletal Muscle Metabolite and Cofactor Levels in Response to Prolonged Fasting

To further evaluate the functioning of TIB, SOL, and cardiac muscles during prolonged fasting, we measured the levels of various cofactors and metabolites (Figure 5). The levels of ATP were significantly decreased by both P2 and P3 in all three muscles, as well as those of adenosine diphosphate (ADP) in TIB and SOL. The ATP/ADP ratio was lower due to fasting in all three muscles. On the reverse, the levels were higher during P2 and P3 of fasting versus the fed state for the oxidized form of nicotinamide adenine dinucleotide phosphate (NADP) in all three muscles, whereas the levels of its reduced form (NADPH) were increased by P3 in TIB. Consequently, the NADP/NADPH ratio was increased during fasting, especially in SOL and cardiac muscles. Finally, muscle levels of pyruvate were significantly increased only in P3 versus fed rats, and levels of lactate were decreased by fasting in SOL and heart, but significance was not reached in TIB.

### 2.8. Changes in the TIB Muscle Transcriptome Related to Oxidative Stress

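Nfe2l2 (NRF2), the transcription factor of the antioxidant response, rose by 0.90 ± 0.10 in P2 versus Fed on the log2 scale (adjusted p = 0.00121), and Keap1, which holds it back, by 0.61 ± 0.08 (adjusted p = 0.00274). Among enzymes of the glutathione system, the log2 fold changes were 1.56 ± 0.18 for Gsta1, 1.28 ± 0.10 for Gstt2 and 0.94 ± 0.10 for Mgst2. Sod2, the mitochondrial superoxide dismutase, fell by 0.49 ± 0.07 (adjusted p = 0.00358). Of 27 measured targets of NRF2, 15 were higher and 1 was lower (15 and 1 when adjusted over the list alone), with a mean of 0.46 (adjusted p = 8.12e-07, adjusted p = 0.138 with an estimated correlation). Nqo1, a quinone reductase, rose by 1.23 ± 0.14, whereas Taldo1, of the pentose phosphate pathway, fell by 0.42 ± 0.10. In the wider list of 40 antioxidant and glutathione genes, 12 were higher and 4 lower (14 and 11 when adjusted over the list alone; adjusted p = 0.11). A list call appeared without P2 3 (adjusted p = 0.0443), and the number of lower genes was 8 without P2 1.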

Transcriptomic changes for the factors known to be involved in the response to oxidative stress are illustrated in Figure 6A,B. In comparison to the fed state, only the levels of mitochondrial superoxide dismutase (*Sod2*) were found at significantly lower levels during P2 of fasting, whereas at the same time transcript levels for factors of the glutathione system (*Gsta1*, *Gstt2*, *Mgst2*) and for Kelch-like ECH-associated protein 1 (*Keap1*) and the transcription factor NRF2 (*Nfe2l2*) were upregulated. These changes were all maintained during P3 of fasting, and the levels of *Keap1* and *Nfe2l2* were even significantly more markedly increased. 

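From P2 to P3, Nfe2l2 rose by a further 1.03 ± 0.10 (adjusted p = 0.000221) and Keap1 by 0.87 ± 0.08 (adjusted p = 0.000164). Gstt2 and Mgst2 rose by 0.52 ± 0.10 (adjusted p = 0.0074) and 0.56 ± 0.10 (adjusted p = 0.00368) between the phases, and Gsta1 by 0.74 ± 0.18 (adjusted p = 0.0244), a call that ended without P2 1, P2 3, P3 1 or P3 2 (adjusted p from 0.0682 to 0.0849). Sod2 fell by 0.36 ± 0.07 between them (adjusted p = 0.00732). Versus Fed, 20 of 27 NRF2 targets were higher and 3 lower in P3 (20 and 4 when adjusted over the list alone), with a mean of 1.06 (adjusted p = 1.12e-07, adjusted p = 0.135 with an estimated correlation). The lower genes numbered 1 without Fed 2 or P3 1. Gclm, of the enzyme that makes glutathione, rose by 2.14 ± 0.07.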

Additional changes occurred during P3 versus the fed state. 

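Sod3, the extracellular superoxide dismutase, fell to 0.278 of the Fed level in P3 (log2 fold change -1.85 ± 0.10, adjusted p = 2.7e-06), and P3 differed from P2 by -1.78 ± 0.10 (adjusted p = 1.29e-05). The peroxiredoxins Prdx2 and Prdx3 had -1.01 ± 0.12 and -0.89 ± 0.08, and Glo1, which detoxifies methylglyoxal, -1.05 ± 0.12. Esd and Gpx7 had -0.95 ± 0.10 and -0.97 ± 0.11. The small heat shock proteins Hspb2 and Hspb6 fell by 1.61 ± 0.15 and 1.80 ± 0.15, and the mitochondrial chaperonin Hspd1 fell by 1.04 ± 0.10. Maf fell by 0.97 ± 0.12 (adjusted p = 0.000256). Of the 11 measured genes named for lower levels in P3, 4 were lower in P2 too, a count that was 2 without Fed 3 or P2 3. In the lists, 14 of 40 antioxidant and glutathione genes were lower and 14 higher in P3 (16 and 15 when adjusted over the list alone; adjusted p = 0.645). Of 25 heat shock proteins, 7 were lower and 6 higher (7 and 7 when adjusted over the list alone; adjusted p = 0.708).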

Lower levels were indeed recorded in P3 relative to fed rats for transcripts coding factors of the glutathione system (*Esd*, *Gpx1*, *Gpx7*, *Glo1*, *Mgst3*), antioxidant enzymes (*Sod3*, *Prdx2*, *Prdx3*), heat shock proteins (*Hspb2*, *Hspb6*, *Hspd1*), and the transcription factor Maf (*Maf*). On the reverse, higher levels were observed in P3 relative to fed rats for transcripts coding factors of the same systems, i.e., the glutathione system (*Gpx3*, *Gsr*), one antioxidant enzyme (*Hmox1*), heat shock proteins (*Hspa13*, *Hspb90ab1*, *Hspbap1*), transcription factors involved in the action of NRF2 (*Maff*, *Mafg*, *Mafk*), and factors involved in ER stress (*Atf4*, *Atf6*, *Ern1*). It is of note that transcripts for catalase (*Cat*), glutathione S-transferase mu 2 (*Gstm2*), and superoxide dismutase [Cu-Zn] (*Sod1*) were not significantly regulated by fasting using the adjusted *p*-value threshold of *p* < 0.001, but an upregulation was observed for Cat and Gstm2 (1.5–3.3 times) during fasting.

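Gsr, which regenerates glutathione, rose by 2.10 ± 0.10 in P3 versus Fed on the log2 scale (adjusted p = 1.49e-06), and Gpx3, the secreted glutathione peroxidase, by 2.01 ± 0.20 (adjusted p = 7.52e-05). Gsr differed between P3 and P2 (1.51 ± 0.10, adjusted p = 3.09e-05). Hspbap1 rose by 2.73 ± 0.16, Hspa13 by 1.25 ± 0.13 and Hsp90ab1, a cytosolic chaperone, by 0.41 ± 0.07 (adjusted p = 0.00198). The small MAF proteins, with which NRF2 binds DNA, were higher as well, with log2 fold changes of 2.21 ± 0.11 for Mafk and 1.19 ± 0.10 for Mafg, and Maff was 2.64-fold higher. Atf6, a sensor of stress in the endoplasmic reticulum, rose by 0.90 ± 0.10 (adjusted p = 0.000108). Of the 11 measured genes named for higher levels in P3, 6 were higher in P2 too. Of 31 measured genes of ATF4 and the integrated stress response, 12 were higher and 6 lower (13 and 6 when adjusted over the list alone), and the list did not pass (adjusted p = 0.0823). It passed for P3 versus P2, with a mean of 0.35 (adjusted p = 0.00281, adjusted p = 0.192 with an estimated correlation).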

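Gstm2, a glutathione S-transferase, had log2 intensities of 8.52 ± 0.13 in fed, 10.17 ± 0.47 in P2 and 10.25 ± 0.20 in P3 rats. It was 3.13-fold higher in P2 (1.64 ± 0.21, adjusted p = 0.00193) and 3.32-fold higher in P3 (1.73 ± 0.21, adjusted p = 0.000243), while Cat was 1.77-fold and 1.56-fold higher. P3 and P2 had no called difference for Gstm2 (0.09 ± 0.21, adjusted p = 0.867) with 3 rats per group.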

Using Northern blot analysis (Figure 6B), fasting-induced upregulation of the levels of *Hmox1*, *Sod1*, and *Cat* was confirmed in TIB, which was extended to SOL and heart muscle, although it was not systematically significant. We also observed decreased levels of *Gpx1* in TIB, but no significant change in the two other muscles.

### 2.9. Changes in the TIB Muscle Transcriptome Related to Muscle Secretory Function

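Il15, a cytokine that muscle secretes, was 2.42-fold higher in P2 than in fed rats (log2 fold change 1.27 ± 0.12, adjusted p = 0.00048) and lower in P3 than in P2 (-0.95 ± 0.12, adjusted p = 0.00073). Its P3 value against Fed was 0.33 ± 0.12 (adjusted p = 0.0722), and a call appeared without Fed 2 or P2 2 (adjusted p from 0.0336 to 0.037). Ostn (musclin), a peptide that binds the natriuretic peptide clearance receptor, had log2 intensities of 9.65 ± 0.56 in fed, 7.87 ± 0.40 in P2 and 6.57 ± 0.26 in P3 rats. It fell to 0.291 of the Fed level in P2 (-1.78 ± 0.29, adjusted p = 0.00622) and to 0.119 of it in P3 (-3.08 ± 0.29, adjusted p = 5.01e-05).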

Concerning gene expression of myokines, we could observe significantly higher levels of interleukin 15 (*Il15*) in P2 compared to the fed state, and of osteocrin (*Ostn*) in P3. Conversely, gene expression of fibronectin type III domain-containing protein 5 (*Fndc5*) was significantly lower in both P2 and P3 rats versus fed animals. 

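Fndc5, the precursor of irisin, fell to 0.560 of the Fed level in P2 (log2 fold change -0.84 ± 0.10, adjusted p = 0.00153) and to 0.341 of it in P3 (-1.55 ± 0.10, adjusted p = 6.46e-06). Fndc5 was lower in P3 than in P2 by the direct test, with -0.71 ± 0.10 (adjusted p = 0.00136). Vegfa, the growth factor of blood vessels, fell by 3.48 ± 0.19 in P3 (adjusted p = 2.62e-06). Of 21 measured myokines, 8 were lower and 1 was higher in P3 (8 and 2 when adjusted over the list alone), and the list did not pass (adjusted p = 0.0823). The number of higher myokines was 3 without P3 2.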

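Sparc (osteonectin), a matrix protein, fell to 0.274 of the Fed level in P3 (log2 fold change -1.87 ± 0.27, adjusted p = 0.000773), and Apln (apelin) fell by 0.64 ± 0.10 (adjusted p = 0.00122). The P3 values were 0.50 ± 0.20 for Il6 (adjusted p = 0.103), 0.27 ± 0.11 for Bdnf (adjusted p = 0.109), 0.39 ± 0.15 for Dcn (adjusted p = 0.0924), -0.24 ± 0.10 for Fgf19 (adjusted p = 0.111) and 0.08 ± 0.09 for Fgf21 (adjusted p = 0.583). A call appeared for Il6 without P3 2 (adjusted p = 0.0346) and for Dcn without P3 2 (adjusted p = 0.0395). In P2, Il6, Bdnf, Fgf19 and Fgf21 had 0.07 ± 0.20, 0.11 ± 0.11, -0.17 ± 0.10 and -0.08 ± 0.09, none of them called with 3 rats per group.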

The other myokine mRNAs we measured (interleukin-6, *Il6*; brain-derived neurotrophic factor, *Bdnf*; myostatin, *Mstn*, fibroblast growth factors 19 and 21, *Fgf19* and *Fgf21*; decorin, *Dcn*; apelin, *Apln*; osteonectin, *Sparc*; erythroferrone, *Fam132b*) did not display significant changes.

## 3. Discussion

Because muscle tissue is essential for body homeostasis and functioning [1,2,3,4], and it contains a large part of the body’s proteins, being necessary to unveil how the mechanisms that control its mass are regulated. This is particularly true in the case of wasting conditions, for which there is no effective treatment to prevent muscle atrophy and associated metabolic disorders. Short-term food deprivation has already been used as a model to study the transcriptional changes that underlie the loss of body proteins, including muscle proteins. However, it is widely recognized that body proteins are progressively mobilized at the lowest rates during fasting on the short/medium term. Instead of using amino acids to produce glucose through gluconeogenesis, production of ketone bodies and intense mobilization of fat stores help spare glucose as well as body proteins. By contrast, long-term food deprivation has still been poorly studied, although many wild animals reach this stage during specific activities, such as migration or breeding. In particular, the study of the specific changes that occur during the successive metabolic phases of body protein sparing (P2, short/medium term) then increased utilization in body protein (P3, long term) has been neglected until now [13,16,17,18,19,20]. To our knowledge, only the targeted measurement of few mRNA levels [19,20] but no omics analysis has been performed previously in muscles during prolonged fasting. To fill this gap, we performed an in-depth investigation of muscle transcriptome from the fed state to the successive metabolic phases of fasting. The first striking observation we made was that the overall transcriptomic response of skeletal muscle to prolonged fasting reported here appears somewhat peculiar compared to those of the liver [32] and adipose tissue [33]. Indeed, skeletal muscle mRNA expression profiles in P2 rats were closer to those in fed rather than those in P3 animals (Figure S1), whereas a clear distinction was seen between fed and fasted (both P2 and P3) states for hepatic and adipose gene expressions [32,33]. This is consistent with the significant loss of mass of the liver and adipose tissue, which occurs already in P2 compared to fed state [32,33], whereas it can be seen here for TIB that the loss of mass became significant only in P3 animals. During P2 of fasting, the induction of protein sparing mechanisms, as reflected by low plasma urea levels, no doubt contributes to the preservation of muscle mass and function. Protein sparing during P2 has notably been linked to lipid fuel availability [34,35,36]. The shift toward ketone body production and the preferential utilization of fatty acids and ketone bodies at this stage likely help spare amino acids and glucose [16]. Moreover, lipids can themselves interact with signaling pathways that control muscle mass [37,38]. We thereafter discuss in detail the molecular regulations we observed in muscles in response to prolonged fasting, the main regulations being related to the control of protein balance and energy metabolism (Figure 7 and Figure S1).

### 3.1. Changes Related to Muscle Protein Degradation

Muscle protein degradation is controlled by numerous hormones, such as steroid hormones and cytokines [24,25,26,27]. TGFβ is known to inhibit myogenesis; it also activates the Smad pathway and has been shown to possibly trigger muscle atrophy [39]. TGFβ can also act via a Smad-independent catabolic pathway, involving TRAF6-mediated activation of NFκB and MAP kinases [40]. In addition, myostatin (MSTN), a TGFβ family member, is known to inhibit protein synthesis via the AKT pathway and to promote proteolysis through the Smad pathway [41,42]. Finally, activin is another TGFβ family member working in concert with MSTN, and it is also able to activate Smad proteins while its action is counteracted by follistatin [43]. Changes in mRNA levels for the factors involved in TGFβ signaling (*Tgfbr1*, *Tgfbr3*, *Smad4*, and *Smad6*) may play a role in TGFβ–Smad-mediated protein degradation during prolonged fasting. On the reverse, except from the upregulation of *Map2k3* mRNA levels during P3, transcriptional regulation does not seem to be involved in the possible role of the Smad-independent pathway mediated by TRAF6. Because the TRAF6 pathway is known to notably upregulate expression of collagen alpha-1(I) chain (*Col1a1*) in various tissues, the clear drop in *Col1a1* mRNA levels that we observed here, although it was not significant due to interindividual variations during fasting (Table S1), may indicate that this pathway is not involved in muscle protein wasting during prolonged fasting. During P3, we also observed a trend for decreased follistatin (*Fst*) mRNA levels, which may support alleviation of its inhibitory effect on MSTN/activin signaling. Hence, these few transcriptional regulations highlight specific molecular responses that are in line with previous results showing that muscle proteolysis is increased essentially during P3 [21]. During P3, the opposite is expected from downregulation of *Smad2*, and to a lesser extent from the trend to decrease of *Acvr1* and *Smad3* gene expressions.

TNFα is a well-known proteolytic factor acting through NFκB [44]. Maintenance of its circulating levels during prolonged fasting, as well as increased gene expression of *Csnk2a2* already from P2 of fasting but more markedly during P3, and the significantly increased gene expression of *Map3k14*, *Chuck*, *Rela*, and *Nfkbia* during P3 only (Figure 2) support an activation of muscle NFκB signaling in late fasting. However, because NFκB can stimulate autophagy or activate autophagy inhibitors [45], it is difficult to predict how NFκB signaling influences autophagy during long-term food deprivation.

Corticosterone is the main steroid hormone that is involved in protein degradation [46]. Its plasma levels and muscle gene expression for *Ddit4* were significantly elevated only during P3, despite a clear trend already in P2. Moreover, *Klf15* mRNA levels were increased in P2 and more markedly in P3. During P3 of fasting in particular, such regulations appeared not only to be in favor of protein catabolism, but also against protein synthesis. Indeed, KLF15 is a transcription factor regulating transcription of *Foxo1*, *Fbox32*, and *Trim63*, and both KLF15 and DDIT4 inhibit mTOR activity [46].

Most of the signaling pathways that control muscle protein balance converge to the FOXO pathway [47]. At the mRNA level (Figure 2), upregulation of *Foxo1*, *Foxo3*, and *Sirt1* in P2 and more markedly in P3, as well as the additional upregulation of *Crebbp* and *Csnk1e* during P3, likely reflect an activation of the FOXO pathway, which is expected to positively influence downstream factors during fasting. FOXO notably controls muscle protein degradation through regulation of the autophagy and ubiquitin–proteasome systems [48,49]. By examining gene expression of few proteolytic factors only, we have already reported elsewhere that induction of proteolytic systems in skeletal muscle appear selective during P2 then coordinated during P3 [19]. Data from the current study validate this hypothesis on a global transcriptomic scale (Figure 2). Consistent with the protection from starvation-induced muscle atrophy that is observed when the proteasome is inhibited [50], partial induction only of proteasome subunit gene expression during P2 of fasting may help limit protein breakdown, i.e., favor protein sparing, whereas an overall induction during P3 no doubt favors muscle proteasomal proteolysis. In situations such as short-term fasting, denervation, or high doses of glucocorticoids, a role for ZFAND5 in muscle atrophy has been reported, likely through enhancement of the proteasome activity [51]. Our findings showing an induction of *Zfand5* gene expression in P2 and more markedly in P3 animals support the importance of this catabolic pathway during prolonged fasting. Concerning autophagy, ATF4 expression has been reported as an important factor for muscle atrophy in various conditions, including fasting, through mechanisms that are not fully understood yet [52]. ATF4 synthesis is under the control of eukaryotic initiation factor 2 alpha (eIF2α) kinase activity [52]; it has notably been involved in autophagosome formation [53], and its pro-atrophic effects involve mRNA expression of, notably, *Gadd45a* and *Cdkn1a* [52]. Looking more precisely at the eIF2α–ATF4 axis in our data (Figure 2), we could see that increased mRNA levels of *Eif2b1*, *Atf4*, *Gadd45a*, and *Cdkn1a* occurred particularly during P3 of fasting. This may represent key regulations for increasing protein breakdown in late fasting. It is possible that autophagosome formation is enhanced during fasting, notably P3, as well as ATF4-mediated proteolysis. Moreover, alteration in gene expression for factors playing important roles in autophagosome maturation and fusion with the lysosome [54] was observed in the current study (Figure 2). Indeed, the mRNA levels of *Tom1* and *Tax1bp1* were higher during P3 of fasting, but those of *Optn* and *Myh6* remained unchanged. On the whole, autophagy therefore appears to be induced during prolonged fasting. Accordingly, the activity of cathepsin D is increased during short-term fasting [55]. It is of note that the activity of three other muscle cathepsins has been shown to be decreased during P2 and P3 of fasting [23], which may indicate additional alteration of the autophagy process that would require further investigation.

### 3.2. Changes Related to Muscle Protein Synthesis

Multiple pathways control protein synthesis and muscle growth [24,25,26,27]. During P2 of fasting, and more markedly during P3, increased gene expression for insulin and IGF-1 receptors (*Insr* and *Igf1r*) may represent regulatory responses to decreased levels of circulating insulin (Figure 1) and IGF-1 [56]. Moreover, the induction of GH signaling might not be affected during fasting, as reflected in maintained levels of circulating GH and muscle *Ghr* gene expression (Figure 1 and Figure 3). IGF-1 notably increases myogenesis, and its decreased plasma levels may therefore support repression of myogenesis during fasting. Numerous other factors are key to muscle differentiation and regeneration processes [57,58], and the levels of several of them were altered during prolonged fasting in rat muscles (Figure 3). In particular, increased abundance of miR-29b-2 was the only change that could be in favor of muscle cell differentiation in both P2 and P3 rats. On the reverse, this could also contribute to muscle wasting during prolonged fasting since miR-29b overexpression is sufficient to promote muscle atrophy in vivo, notably through interaction with IGF-1 signaling [59]. Although *Myog* expression remained unchanged, increased *Hdac4* mRNA levels in P2 and P3, as well as downregulation during P3 of *Myod1*, *Fgf2*, and *Fgf6* gene expressions, and the trends for decreased abundance of *Fgf4*, *Mef2d*, and *Myf5* in P3, all appear as molecular events that do not favor muscle development and regeneration during prolonged fasting.

Like the vast majority of peripheral organs, the skeletal muscle harbors a circadian clock, which modulates various aspects of muscle physiology, such as muscle mass and strength [60,61]. Among clock genes, gene expression of *Per1* and *Per2* was upregulated by fasting during P2 and more markedly during P3, whereas mRNA levels of *Bhlhe40* or *Dec1* were decreased (Figure 3). It is possible that *Dec1* downregulation is linked to *Per* upregulation because PER (and cryptochrome (CRY)) proteins reduce transcription of *Dec1* [62]. However, because regulatory loops within the circadian clockwork are interlocked, this interpretation would need to be tested by further investigation. Nevertheless, the present data on *Per* and *Dec1* in rat muscle clearly confirm earlier findings in other peripheral organs (e.g., heart, liver, and intestine) of fasted mice [63], although that study did not take into account P2 and P3 stages. Overexpression of DEC1 has been reported to inhibit myogenesis by decreasing gene expression of muscle-specific transcription factors such as *Myf5*, *MyoD*, and *MyoG* [64]. It remains difficult to know if decreased *Dec1* mRNA levels during prolonged fasting are accompanied by an increase in its translation, or if they simply rule out the possible involvement of DEC1 in fasting-induced changes for *Myod1* and *Myf5* (see above). The mTOR pathway is closely interacts with the clockwork [65]. Of note, increased expression of PER2 has been reported to suppress the activity of the mTOR complex 1 (mTORC1) in the cytosol of hepatocytes [66]. Similar changes that lead to reduced protein synthesis in the fasted liver may thus occur in the muscle during P2 and further during P3. On the whole, alteration of clock-related gene expression may indicate circadian changes that could be specific to the phases of fasting. Therefore, further investigations taking into account transcriptional changes according to times of day and phases of prolonged fasting will be needed to refine the understanding of food deprivation-induced responses.

Testosterone is a steroid hormone with anabolic effects on muscle mass and strength, which notably involves positive effects on myogenic differentiation, as well as crosstalk with other signaling molecules such as AKT, mTOR, FOXO, myostatin, and IGF-1 [67]. Therefore, downregulation of testosterone circulating concentrations during both P2 and P3 of prolonged fasting (Figure 1) may support repression of myogenesis and muscle protein synthesis during prolonged fasting, while favoring muscle protein breakdown.

Concerning downstream signaling pathways for insulin, IGF-1, and GH receptors, the gradual decrease in muscle protein synthesis rate during prolonged fasting [13] appears supported by downregulation of the levels of *Pik3cd* and *Rps6ka2* mRNA and by upregulation of *Eif4ebp1* mRNA levels during P2. The same applies to the additional decrease in expression levels of *Pdk1*, the two transcription elongation factors *Tceal7* and *Tceal8*, and numerous genes involved in aminoacyl-tRNA synthesis during P3 (Figure 3). For example, the *Rps6ka2* gene encodes a member of the p90 ribosomal S6 kinase (RSK) family of serine/threonine kinases, some of which have been reported to promote mTOR signaling through phosphorylation of tuberin [68]. In addition, lack of PDK1 during P3 could worsen the situation, as many proteins involved in protein synthesis and cell growth regulation are known to be phosphorylated and activated by PDK1, including RSK proteins, p70 ribosomal S6 kinases (S6K), and many protein kinase C (PKC)/AKT isoforms [69]. At the mitochondrial level, specific ribosomes operate translation for 13 proteins, all of them subunits of the mitochondrial membrane respiratory chain [70]. We observed a global downregulation for gene expression of mitochondrial ribosomal proteins during fasting, especially during P3. Moreover, TACO1 is the only mitochondrial translational activator known to date [70], and its gene expression was also reduced by fasting in rats in P2 and P3. Hence, these regulations likely reflect the reduction in the amount of OXPHOS complexes and in metabolic rates during prolonged fasting. Because there is increasing evidence that mitochondrial translation is adapted to cytoplasmic protein synthesis [71], the regulations we describe here for mitochondria might indicate decreased levels of also nuclear-encoded OXPHOS subunits. In the end, these different mechanisms bring together a number of regulations at the transcriptional level, which likely favor downregulation of muscle protein synthesis during P2 but more markedly during P3 of fasting.

We also observed an induction for numerous gene expressions, including those for *Jak2*, *Pi3kr1*, *Eif2b3*, and *Eif4g3* during P2, to which the upregulation of *Irs2*, *Tsc1*, and *Lamtor3*; the transcription elongation factors *Tcea1*, *Supt5h*, and *Tceanc2*; and many cytosolic ribosomal proteins and translation factors during P3 are added (Figure 3). Such regulations may help maintain protein turnover at a level compatible with cell functioning, by limiting the reduction in protein synthesis. This may represent mechanisms contributing to muscle sparing, especially during P2. During P3, we could hypothesize an anticipation of food intake for replenishment of the protein compartment to be prioritized in case of refeeding. Wild animals undergoing prolonged fast to breed are indeed abandoning their duty for refeeding when reaching P3 [72]. Moreover, an anticipation has already been reported in rats submitted to prolonged fasting, with a restoration of the intestine before food is yet available [73]. An alternative explanation could involve the increase in locomotor activity in P3 fasting rats [74,75]. Because exercise is known to result in changes in gene transcription that ultimately improve muscle performance through notably regulation of protein synthesis [76], it is tempting to propose that the increased drive for refeeding in late fasting (P3) triggers an increase in locomotor activity, which in turn induces transcriptional regulations in favor of protein synthesis.

### 3.3. Changes Related to Muscle Energy Metabolism

At the level of the whole organism, prolonged fasting is characterized by the successive use of different sources of energy, with carbohydrate stores being exhausted after a short period of adaptation (phase 1), lipids being the prominent fuel during P2, and a rise in protein utilization being observed during P3 [16,17,18]. This is nicely reflected in the RQ values that we obtained (Table 1).

At the muscle level, transcriptional regulation (Figure 4) highlights a global decrease for glycolytic factors during P2 and more markedly during P3, which accords with the expected decreased use of carbohydrate fuels during prolonged fasting. Low-glucose conditions have been shown to inhibit mTOR signaling in vitro [77]. Circulating glucose concentrations were decreased during prolonged fasting (Table 1), as well as muscle lactate levels (Figure 5). Therefore, it could be that low glycolytic flux in prolonged fasted rats contributes to muscle wasting through suppression of mTOR-induced protein synthesis.

Concerning fatty acid oxidation, among the very few changes that were observed during P2, increased mRNA levels of *Acadl*, *Acsl4*, and *Ehhadh*, as well as the trend for increased carnitine O-palmitoyltransferase 1 (*Cpt1b*) mRNA and FABP3 protein levels likely support the preferential use of lipid fuels at this stage (this is the reverse for decreased *Acsl6*). Then, although this is not the case for *Acsl4*, mRNA levels of *Acadl* and *Ehhadh* were lower during P3 compared to P2 and all other fatty acid oxidation factors were downregulated compared to the fed state, which supports the reduced contribution of lipid fuels to energy expenditure in late fasting. Moreover, transcriptional regulation at the level of TCA also supported the reduced oxidation of lipid fuels and glycolytic intermediates, since changes were restricted to a minimum during P2 of fasting, essentially having trends toward downregulation. Downregulation then became generally significant during P3. miRNA-29a is highly expressed under insulin-resistant conditions and it plays a key role in alteration of genes associated with lipid metabolism [78]. These may be the reasons why we observed higher levels during P3.

The pentose phosphate pathway generates NADPH, a reducing equivalent necessary for anabolic reactions [79]. Unchanged mRNA levels for glucose-6-phosphate 1-dehydrogenase (*G6pdx*) and 6-phosphogluconolactonase (*Pgls*) suggest NADPH production is not altered in the cytosol. Accordingly, assaying NADPH in the whole muscle revealed unchanged levels but a trend toward an increase during P3 of fasting in TIB but not in the two other muscles (Figure 5). NADPH therefore does not seem to be a limiting factor for macromolecule synthesis during food deprivation. Oxidized NADP is known to affect calcium homeostasis by favoring mobilization of calcium stores [79]. Increased NADP levels in all three muscles during prolonged fasting therefore no doubt help muscle function to be sustained, but the exact mechanisms remain to be determined.

Together with the decreased abundance of NDUFS1 at the protein level during P3 of fasting, the general downregulation of gene expression for OXPHOS proteins, also especially pronounced during P3 (Figure 4), is in perfect accordance with decreased metabolic rates (Table 1) and muscle ATP levels (Figure 5). In humans, whole-body metabolic rate and substrate oxidation appear to be largely determined by enzymatic activities in skeletal muscle [80]. Our data suggest that transcriptional regulation of muscle fuel/energy metabolism is also a key determinant of whole-body energy consumption, at least during fasting. The fact that NDUFS1 protein levels were not significantly changed in the heart could reflect the expected preservation of cardiac activity during fasting.

AMP-activated protein kinase (AMPK) is central in controlling cellular energy homeostasis. It has been shown to be a prime sensor of the lower availability of glucose during fasting, also triggering the adapted response to favor lipid utilization [81]. AMPK is also sensitive to low energy conditions, being activated when ATP concentrations and the ATP/ADP ratio are low [82], which was the case in prolonged fasted rats for all three muscles studied in P3 (Figure 5). AMPK generally activates catabolic factors while inactivating anabolic ones, thereby controlling energy metabolism and muscle growth or atrophy [83]. The regulation of muscle mass notably appears to be controlled by the prominent role of AMPK subunit alpha-1 in stimulating anabolism, while AMPK subunit alpha-2 seems to play a more important role in the control of muscle catabolism during atrophy. Increased mRNA levels of AMPK subunit alpha-1 (*Prkaa1*) during P3 of fasting therefore accord with a possible important role of AMPK in limiting the drop in protein synthesis, while unchanged levels for *Prkaa2* could favor protein degradation. AMPK is notably inhibiting protein synthesis through repression of mTOR signaling and inhibition of eukaryotic elongation factor 2 (*eEF2*) activity, and it is known to promote muscle autophagy as well as ubiquitin–proteasome mediated proteolysis, notably through stimulation of FOXO activity [83]. Hence, transcriptional regulation of AMPK reflects its central role as a controller of muscle metabolism and protein balance during prolonged fasting, acting to inhibit protein synthesis while favoring protein breakdown and limiting ATP depletion.

### 3.4. Changes Related to Muscle Response to Oxidative Stress

Importantly in catabolic situations, oxidative stress has been connected to promotion of muscle proteolysis and inhibition of protein synthesis, thereby contributing to muscle atrophy [84]. Oxidative stress occurs when the production of oxidant compounds such as reactive oxygen species (ROS) exceeds the protection provided by antioxidant systems (PRDXs) [85]. During prolonged fasting, oxidative stress has been shown to be exacerbated in the liver of P3 rats [32]. Increased ROS levels have also been shown to be, at least partly, responsible for fasting-induced skeletal muscle atrophy in food-deprived C2C12 myotubes [86].

Mitochondria are an important source of ROS within most mammalian cells, notably at the level of the respiratory chain [87]. The regulations we saw here in terms of mRNA and protein abundance changes (see above) might contribute to the impairment of activity of the mitochondrial respiratory chain during prolonged fasting, and superimposition of reduced fuel oxidation (see above) may contribute to suppress electron supply to the respiratory chain. Although we cannot definitely conclude, such data could indicate a reduction of mitochondrial ROS production in rat skeletal muscle during prolonged fasting. To determine if prolonged fasting triggers muscle oxidative stress, it is unfortunate that we did not collect enough samples to assay oxidative damages in muscles from prolonged fasted rats. This should obviously be measured in future studies.

Looking at regulations for antioxidant defenses may give indices. We obtained results suggesting that oxidative stress occurs in rat muscle during prolonged fasting, but data were somewhat contrasted (Figure 6). Indeed, decreased levels of *Sod2* and *Sod3* mRNAs but increased levels of *Sod1* mRNA levels during P2 and especially P3 of fasting may reflect the fact that there is no need for increasing dismutation of superoxide anion (O_2_•−) to form hydrogen peroxide (H_2_O_2_) in the mitochondria and extracellular space, but cytosolic detoxification may be required. Then, increased levels of catalase (mRNA and protein) in both P2 and P3 of fasting could reflect the need for reduction of H_2_O_2_ to water, and they may help in detoxification. It should be noted here that *Cat* and *Sod1* mRNAs measured in rat TIB did not exhibit perfectly matched changes when comparing microarray and Northern blot analyses. Lack of significance in microarray analysis could be due to the small sample size, as well as the use of very low *p*-value thresholds. Alternatively, discrepancy could come from different sensitivity of the techniques. It is more difficult to interpret the lower levels of *Prdx2* and *Prdx3* mRNAs during P3. ROS scavenging and reduction of lipid hydroperoxides by the glutathione system is particularly important to protect cells against oxidative stress [88]. In that sense, upregulation of *Gpx3* gene expression, especially during P3 of fasting, likely reflects increased peroxidation levels in the extracellular region at this stage, whereas decreased gene expression for *Gpx1* and *Gpx7* may reflect the fact that catalase is sufficient to detoxify H_2_O_2_ within cells. Apart from the drop in *Mgst3* mRNA levels, upregulation of a number of other glutathione S-transferases (GSTs) and of glutathione reductase (*Gsr*) is also reflective of oxidative stress due to lipid hydroperoxides during P2 and more markedly during P3 of fasting. Apart from *Gpx1* mRNA levels, the assays we performed in oxidative muscles (SOL and heart) were globally in line with what we found in TIB, thus suggesting an equal impact of fasting-induced oxidative stress in all muscles.

NADPH is one of the most important factors in cellular response to oxidative stress, notably as a cofactor for glutathione reductase [79]. The trend for increased NADPH levels, at least in TIB, may therefore help fight oxidative stress during prolonged fasting. Heat shock proteins are not only molecular chaperones, but also they help fight oxidative stress [89]. The induction of *Hspa13*, *Hsp90ab1*, and *Hspbap1* in skeletal muscle of P3 rats may therefore be involved in response to oxidative stress during prolonged fasting, whereas the reverse could be interpreted from decreased levels of *Hspb2*, *Hspb6*, and *Hspd1* mRNA levels.

Nuclear factor, erythroid 2-like 2 (NFE2L2 or NRF2) regulates antioxidant enzyme expression [90]. Its increased gene expression (Figure 6), together with increased mRNA levels for its coworkers, *Keap1*, and the small Maf proteins (*Maff*, *Mafg*, and *Mafk*), as well as downregulation of the inhibitory musculoaponeurotic fibrosarcoma oncogene (cMaf) transcription factor (*Maf*) [91], argue for a role of NRF2 in inducing gene expression of antioxidant enzymes during P2 and especially P3 of fasting, including *Hmox1*, *Sod1*, *catalase*, *Gpx3*, and most of *Gsts*. Interestingly, phosphorylation is not the only activating pathway for NRF2, and a role for ATF4 has been recently reported [92]. ATF4, ATF6, ERN1, and HSPA5 are major factors in the response to ER stress [93]. The higher levels of *Atf4*, *Atf6*, and *Ern1* mRNAs during P3 and the maintenance of HSPA5 mRNA and protein levels may be reflective of ER stress. Therefore, upregulation of *Atf4* mRNA levels could constitute a regulation to favor NRF2 protective response after ER stress-induced ROS production during P3 of fasting.

### 3.5. Changes Related to Muscle Secretory Function

Skeletal muscle actively secretes a range of proteins collectively referred to as myokines [9]. Several of these myokines exert paracrine or autocrine effects and play a role in the regulation of skeletal muscle mass and function [94,95]. Gene expression of musclin, which is also termed osteocrin (OSTN), has already been shown to be drastically decreased in gastrocnemius muscle from 48h-fasted mice [96]. We show here that such decrease is also found in rat TIB, especially during P3. It has also been reported previously that mRNA levels of brain-derived neurotrophic factor (BDNF) are higher in the vastus lateralis muscle from 48 h-fasted humans [97], however BDNF gene expression remained unchanged in rat TIB in our study. Discrepancies depending on the species and/or muscle considered is not surprising. In 24 h-fasted mice, gene expression of fibronectin type III domain-containing protein 5 (FNDC5) and insulin-like growth factor 1 (IGF-1) have been shown to be reduced in SOL as well as TIB muscle from both fasted males and females [98]. We confirm here that *Fndc5* mRNA levels are also decreased in rat TIB in both P2 and P3 of fasting. In the same study [98], however, it was shown that interleukin 6 (IL6) and *Mstn* mRNA levels remained unchanged in SOL but were higher in TIB from fasted males while being lower in TIB from fasted females. In addition, myonectin (ERFE) *Fam132b* mRNA levels were higher in fasted male SOL and TIB, while being lower in fasted female TIB [98]. Finally, gene expression of fibroblast growth factor 15 (FGF19) was shown to decrease in TIB from both fasted males and females, whereas SOL expression was reduced only in males [98]. Our results showing unchanged *Mstn*, *Il6*, *Fam132b*, and *Fgf19* mRNA levels in prolonged fasted male rats therefore highlight clear differences between rats and mice. OSTN and interleukin 15 (IL15) can control muscle mass and oxidative capacity, and FNDC5 is the precursor for irisin, a myokine with a variety of metabolic effects [96]. Increased *Il15* mRNA levels in P2, and decreased *Ostn* (P3) and *Fndc5* (P2 and P3) mRNA levels (current study) are therefore expected to reflect the importance these myokines may have in response to nutritional challenges to mediate signals to the skeletal muscle itself or to remote organs.

## 4. Materials and Methods

### 4.1. Ethical Statement

The study was conducted in strict accordance with the recommendations stated in the Public Health Service policy on Human Care and Use of Laboratory Animals. All experiments were performed in conformity with the rules of the European Committee Council Directive of November 24, 1986 (86/609/EEC) and the French Department of Agriculture (license no. 67-226 to T.R.).

### 4.2. Animals and Study Design

Fifteen male Sprague Dawley rats, aged 10 weeks, were purchased from Janvier CERJ (Le Genest-St-lsle, France). They were kept in individual cages at constant ambient temperature (25 ± 1 °C) and they were exposed to a constant photoperiod (12:12, light/dark; lights on at 07:00 a.m.). During at least 1 week of acclimatization, they were fed a standard diet (UAR A04, Villemoisson, France; 50% carbohydrate, 5% fat, and 24% protein, in mass percentage), which is recommended for rearing laboratory rodents and meets National Research Council requirements, as certified by the manufacturer. When reaching approximately 345 g, the rats were subjected to the prolonged fasting protocol. For all animals, drinking water remained available ad libitum during the whole duration of the experiment.

Using a random distribution of rats, three experimental groups were formed (*N* = 5/group). Five rats were sacrificed as control-fed animals. In the post-absorptive state, they had a full stomach at the time of sampling. Five other rats were subjected to fasting until P2 and the five remaining until P3. P2 and P3 of prolonged fasting could be determined using daily weighing of rats and calculation of the rate of body mass loss (dm/m.dt), which reflects changes in the rate of protein utilization. As already known [13,19,20,31], the sparing of body proteins during P2 resulted in a slow and regular loss in body mass, whereas the increased body protein mobilization during P3 induced an accelerated loss of body mass. The metabolic status of rats was validated a posteriori by plasma metabolite and hormone measurements (*N* = 5/group). To avoid any risk that an excess of body protein loss during P3 of fasting become critical to animal survival, we sacrificed P3 rats the day after the onset of this phase. In rats with an initial body mass of approximately 400 g, rapid reversibility of 3 days of P3 had previously been shown after restoration of food availability [31]. All animals were sacrificed by cervical dislocation between 10:00 a.m. and 12:00 p.m., and truncal blood was immediately collected in tubes containing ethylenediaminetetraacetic acid (EDTA). Plasma was then prepared after centrifugation (3000× *g*; 15 min, 4 °C) and kept frozen at −80 °C until analysis. The cardiac muscle, as well as SOL and TIB, two skeletal muscles from the hindlimb, were rapidly collected and weighed. Muscle pieces were quickly frozen in liquid nitrogen and stored at −80 °C until analysis.

### 4.3. Indirect Calorimetry Measurements

Measurement of O_2_ consumption (VO_2_) and CO_2_ production (VCO_2_) was performed using an open-circuit indirect calorimetry system (Klogor, Lannion, France). Concentrations of O_2_ and CO_2_ in the outgoing air were successively measured in the different cages, one of them left vacant for determination of reference values for the ambient air. Between each measurement, 90 s was necessary to rinse the system. Final gas values were the mean of 10 measures obtained for 40 s. Each cage was sampled every 10 min, and gas analyzers were calibrated daily. Daily O_2_ consumption was the mean of all the values obtained over 24 h. The respiratory quotient (RQ) was calculated as the ratio of CO_2_ production over O_2_ consumption.

### 4.4. Plasma Metabolite and Hormone Assays

Several metabolites and hormones were assayed from plasma of fed and fasted rats (*N* = 5/group). The levels of plasma urea and glucose were measured using kits from Sigma Diagnostics (St. Louis, MO, USA) and the levels of plasma NEFA using a kit from Wako Chemicals GmbH (Neuss, Germany). Commercial ELISA kits were used to measure circulating levels of insulin (Merk Millipore, Molsheim, France), growth hormone (GH; BioVendor, Brno, Czech Republic), corticosterone (LSBio, Seattle, WA, USA), testosterone (R&D Systems, Minneapolis, MN, USA), and tumor necrosis factor alpha (TNFα; Sigma Diagnostics).

### 4.5. Muscle Metabolite and Cofactor Assays

Several metabolites and cofactors were assayed from the three muscles collected in fed and fasted rats (*N* = 5/group). The levels of lactate, pyruvate, NADP, NADPH, ATP, and ADP were measured using commercial kits from BioVision Research Products (Mountain View, CA, USA).

### 4.6. Muscle Transcriptome Analysis

Total RNA was prepared using the Trizol Reagent (ThermoFisher Scientific, Rockford, IL, USA) after frozen muscle samples (all three muscles; *N* = 5/group) had been grinded and homogenized using a laboratory ball mill. The quantity, quality, and purity of extracted RNA were assessed using a NanoDrop 1000 spectrophotometer (NanoDrop, Wilmington, DE, USA) at 260 and 280 nm and an Agilent 2100 bioanalyser (Agilent, Santa Clara, CA, USA). RNAs were considered pure for values of A260/280 ratio > 1.8 and of RNA integrity number (RIN) > 9.

DNA microarray analyses (TIB; *N* = 3/group) were carried out within the IGBMC (Institute of Genetics and Molecular and Cellular Biology, Illkirch, France) Microarray and Sequencing platform (http://www-microarrays.u-strasbg.fr/), using the GeneChip Rat Gene 1.0 ST array (Affymetrix GeneChip technology). Microarrays were scanned using an Affymetrix GeneChip Scanner 3000 7G (Affymetrix UK Ltd., High Wycombe, UK). The GeneChip Operating v1.4 (GCOS) and Expression Console v1.1 softwares (Affymetrix UK Ltd., High Wycombe, UK) allowed quantification and initial analyses. Expression levels were calculated using the following parameters: sketch quantile for normalization, median polish as in RMA for summarization. Subsequent analysis was performed on the extended set of probesets. Reference genes were eliminated. The microarray data obtained in this publication were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE149829 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149829).

Northern blot analyses (all three muscles; *N* = 5/group) were performed following a previously described procedure [99]. Specific antisense oligonucleotide probes end-labeled (5′) with digoxigenin (Eurogentec, Seraing, Belgium) were used to target superoxide dismutase 1 (*Sod1*; 5′-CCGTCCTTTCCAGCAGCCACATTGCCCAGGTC-3′; Genbank accession number: M25157), selenium-dependent glutathione peroxidase (*Gpx1*; 5′-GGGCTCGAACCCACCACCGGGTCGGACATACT-3′; Genbank accession number: S41066), heme oxygenase 1 (*Hmox1*; 5′-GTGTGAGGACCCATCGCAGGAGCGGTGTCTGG-3′; Genbank accession number: NM_012580), and catalase (*Cat*; 5′-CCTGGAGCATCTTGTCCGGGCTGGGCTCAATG-3′; Genbank accession number: M11670). The Scion Image software v 4.02 (http://www.scioncorp.com/) allowed quantification after correction of mRNA levels for differences in gel loading or blotting by reference to the level of 18S rRNA. Quantitative values in fasted animals were normalized to those in fed rats that were assigned an arbitrary value of one.

### 4.7. Muscle Western Blot Analyses

Muscle proteins were extracted after frozen muscle samples (all three muscles; *N* = 5/group) had been grinded and homogenized using a laboratory ball mill. Addition of extraction buffer (8 M urea, 2 M thiourea, 1% Igepal, 1% dithiothreitol (DTT), Triton 0.5%, 50 µg/mL Nα-Tosyl-L-lysine chloromethyl ketone hydrochloride (TLCK), and protease inhibitors; Sigma Aldrich, St. Louis, MO, USA) to the resulting powder was followed by sonication (10 s at 135 watts) and incubation at 4 °C under agitation for 90 min. Proteins were acetone-precipitated and resuspended in Laemmli buffer. Total protein concentrations were determined using a Lowry assay (RCDC, Bio-Rad, Hercules, CA, USA).

Proteins (30 µg) were electrophoresed using 12% SDS-acrylamide gels, then transferred onto nitrocellulose membranes (Proteigene, Saint Marcel, France). After saturation overnight at 4 °C using a blocking solution (5% non-dry fat milk and 0.05% Tween-20 in tris-buffered saline (TBS), Sigma Aldrich), membranes were incubated for 3 h at room temperature with primary antibodies against ER chaperone BiP (HSPA5, diluted 1/500; ab31685 from Abcam, Paris, France), ATP synthase subunit alpha (ATP5A1, diluted 1/500; sc-58613 from Santa Cruz Biotechnology, Dallas, TX, USA), catalase (CAT, diluted 1/200; sc-34280 from Santa Cruz Biotechnology), fatty acid-binding protein (FABP3, diluted 1/200; sc-58274 from Santa Cruz Biotechnology), NADH-ubiquinone oxidoreductase 75 kDa subunit (NDUFS1, diluted 1/500; sc-50132 from Santa Cruz Biotechnology), pyruvate dehydrogenase kinase isoform 4 (PDK4, diluted 1/100; sc-14495 from Santa Cruz Biotechnology), or cytoplasmic alpha-actin (diluted 1/10000; MAB1501 from Merck Millipore, Molsheim, France). Membranes were then washed three times for 10 min (0.05% Tween-20 in TBS), then incubated for 1 h at room temperature with peroxidase-conjugated secondary antibodies, either anti-rabbit immunoglobulin G (IgG, diluted 1/5000; #7071 from Cell Signaling Technology, Boston, MA, USA), donkey anti-goat IgG (diluted 1/5000; sc-2020 from Santa Cruz Biotechnology), or anti-mouse IgG (diluted 1/5000 to 1/20000; sc-2005 from Santa Cruz Biotechnology). After three 10-min washes (0.05% Tween-20 in TBS), we added chemiluminescence reagent (ECL Western blotting substrate, ThermoScientific, Rockford, IL, USA), and hybridization signals were visualized using Amersham Hyperfilm ECL (GE Healthcare, Buckinghamshire, UK). Densitometry analysis was performed using Scion Image software v 4.02. After correction of protein levels for differences in gel loading or blotting by reference to the level of actin, we normalized quantitative values in fasted animals to those in fed rats that were assigned an arbitrary value of 1.

### 4.8. Bioinformatic Analysis

Hierarchical clustering of transcriptomics data (log_2_ mRNA abundances) was performed using the Cluster v3.0 software [100]. Only significantly changed transcripts (adjusted *p*-value below 0.001) were used. Parameters were set as follows: median centering and normalization of genes for adjusting data and centroid linkage clustering for both genes and arrays. Dendrograms were generated and visualized using the Treeview v1.1.3 program.

Enrichment and functional annotation analyses of transcriptomics data were performed using the desktop version of DAVID (Ease v2.1) and a version of GO databases downloaded in July 2019. Stringent criteria for considering significantly enriched GO terms included an Ease score lower than 0.1, a Benjamini *p*-value lower than 0.05, and a fold enrichment higher than 2. The muscle functions altered by prolonged fasting were determined after enriched GO terms had been grouped together into broad functional categories.

### 4.9. Statistical Analysis

Statistical analysis was performed using the R software environment v3.4.0 [101]. All data are presented as means ± SEM. Shapiro–Wilk (*p*-value > 0.01) and the Bartlett (*p*-value > 0.01) tests were used to check for data normal distribution and homoscedasticity, respectively. Welch two-sample *t*-tests, and one-way ANOVA and post-hoc Tukey tests were used to compare values among groups of fed and fasted rats. Multiple testing considered calculation of adjusted *p*-values using the Tukey HSD test. Significance was set to *p*-value < 0.05, except for transcriptomics data, where a threshold of 0.001 was considered for adjusted *p*-values. In addition, the false discovery rate according to the Benjamini–Hochberg method was calculated for transcriptomics data.

## 5. Conclusions

The current paper clearly shows a number of regulations at the transcriptional level that are in line with changes in fuel metabolism and the loss of muscle protein/mass during P2 and P3 of prolonged fasting (Figure 7). It should be kept in mind that cell types other than multinucleated fibers reside in skeletal muscles, including satellite cells, immune cells, fibro-adipogenic precursor cells, endothelial cells, and glial cells. These distinct cell type populations express different molecular signatures, as determined recently using a combination of single-cell mass cytometry and single-cell transcriptomics [102]. The changes we report here, which were derived from the analysis of whole muscle isolates, may therefore be influenced by changes in relative proportions of individual cell type populations and their specific response to food deprivation.

Changes at the mRNA level do not always reflect changes in terms of protein abundance or activity. However, the few of them for which we checked matched quite well. Hence, although muscle proteolysis has been shown to be increased essentially during P3 [21], several earlier changes in mRNA levels occurred during P2, which could support the low mobilization of proteins at this stage. Then, an overall induction was observed during P3, including for TGFβ/MSTN, TNFα, and corticosterone signaling pathways; the Smad, NFκB, and EiF2α-ATF4 pathways; and the autophagy and ubiquitin–proteasome systems. The FOXO and AMPK pathways also appeared to be involved, as well as oxidative stress likely induced by fasting. The progressive decline in muscle synthesis rates, which has been reported during prolonged fasting [13], appears supported by less numerous and less pronounced changes during P2 compared to P3. Alteration of mRNA levels notably indicated downregulation of IGF-1/insulin and testosterone signaling pathways; the phosphoinositide 3-kinase (PI3K)/AKT and mTOR pathways; and the processes for transcription, translation, and myogenesis.

It is of note that a number of regulations supposedly in favor of protein synthesis at the level of PI3K/AKT/mTOR pathways, transcription and translations processes, and the response to oxidative stress were observed in both P2 and P3 of fasting. Whether they are actually involved in sparing of muscle proteins during P2 and/or triggered by a higher level of physical activity during P3 due to increased drive for refeeding remains to be determined. They could constitute or reflect important adaptations to limit muscle protein degradation and thus improve nitrogen balance or prepare the body for upcoming refeeding. Future studies should examine whether and to what extent such targets could help develop treatments against muscle wasting and associated pathologies.

## Figures and Tables

**Figure 1:**
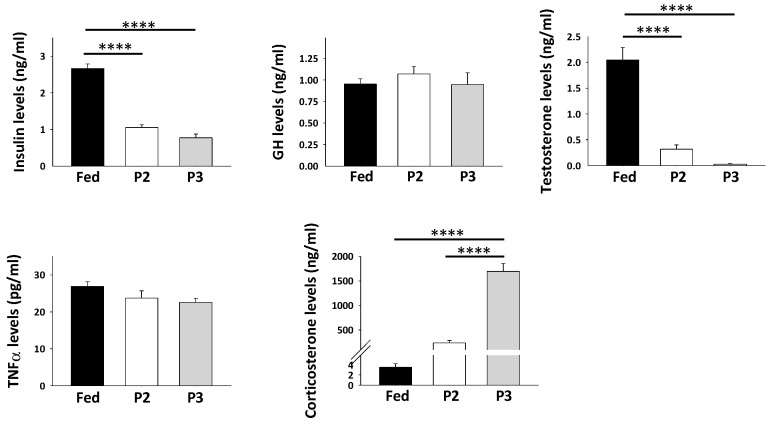
Plasma levels of hormones and growth factors (means ± SEM, *N* = 5/group). **** *p*-value < 0.0001 (one-way ANOVA and Tukey tests).

**Figure 2:**
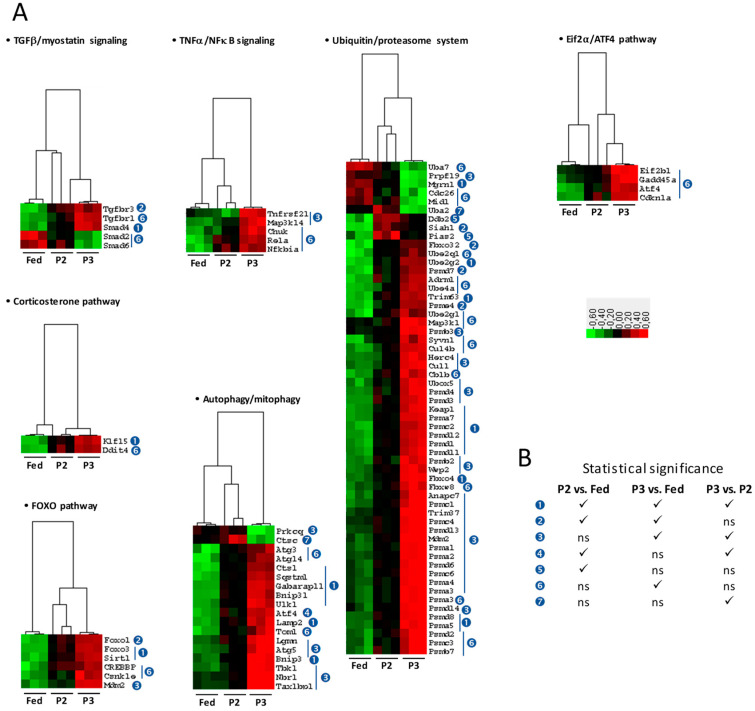
Changes related to protein degradation signaling in tibialis anterior muscle and plasma of rats during prolonged fasting. (**A**) Heatmaps showing differentially abundant transcripts between fed, phase 2 (P2), and phase 3 (P3) animals (*N* = 3/group). Red, black, and green boxes represent downregulated, intermediate, and upregulated genes, respectively. (**B**) Legend for numbers in blue circles, which indicate when mRNA levels were significantly changed (ANOVA and Tukey *p*-values < 0.001).

**Figure 3:**
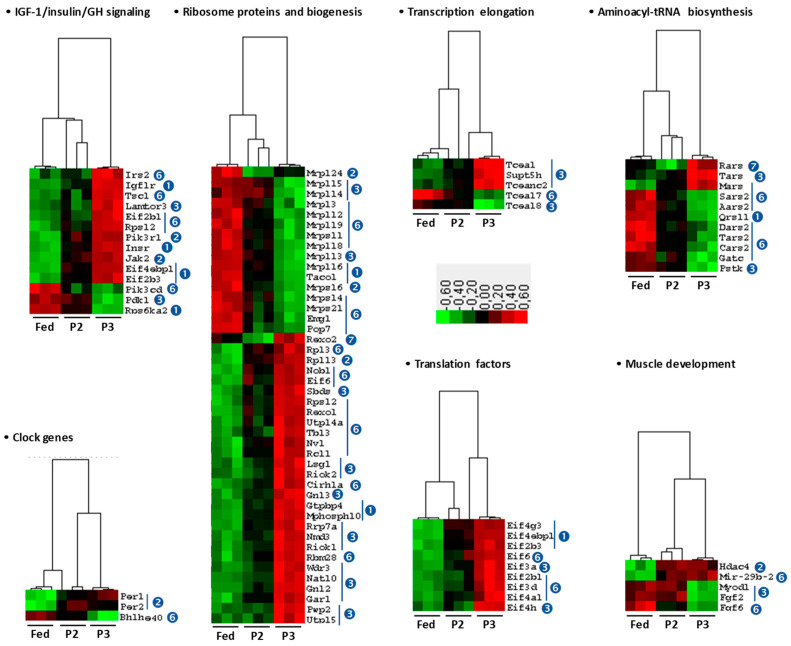
Changes related to protein synthesis signaling in tibialis anterior muscle and plasma of rats during prolonged fasting. Heatmaps showing differentially abundant transcripts between fed, phase 2 (P2), and phase 3 (P3) animals (*N* = 3/group). Red, black, and green boxes represent downregulated, intermediate, and upregulated genes, respectively. Legend for numbers in blue circles, which indicate when mRNA levels were significantly changed (ANOVA and Tukey *p*-values < 0.001), is given in Figure 2B.

**Figure 4:**
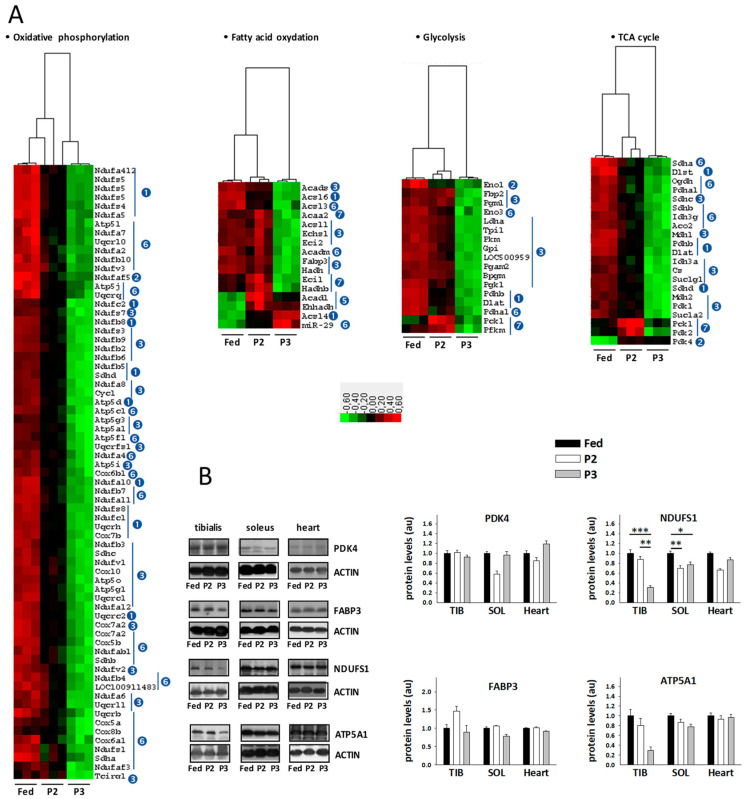
Changes related to energy/fuel metabolism in tibialis anterior muscle of rats during prolonged fasting. (**A**) Heatmaps showing differentially abundant transcripts between fed, phase 2 (P2), and phase 3 (P3) animals (*N* = 3/group). Red, black, and green boxes represent downregulated, intermediate, and upregulated genes, respectively. Legend for numbers in blue circles, which indicate when mRNA levels were significantly changed (ANOVA and Tukey *p*-values < 0.001) is given in Figure 2B. (**B**) Representative Western blots and densitometry data for muscle proteins (means ± SEM, *N* = 5/group). The values in fasted animals were normalized to those in fed rats that were assigned an arbitrary value of one. * *p*-value < 0.05, ** *p*-value < 0.01, *** *p*-value < 0.001 (one-way ANOVA and Tukey tests). PDK4: pyruvate dehydrogenase kinase isoform 4; FABP3: fatty acid-binding protein; NDUFS1: nicotinamide adenine dinucleotide[NADH]-ubiquinone oxidoreductase 75 kDa subunit; ATP5A1: ATP synthase subunit alpha; au: arbitrary units.

**Figure 5:**
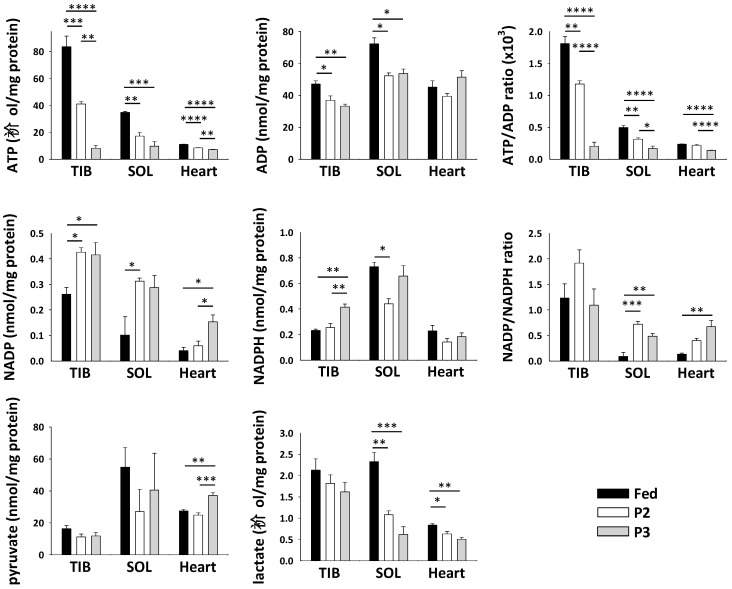
Changes in levels of metabolites and cofactors in muscles of rats during prolonged fasting. Levels of ATP, nicotinamide adenine dinucleotide (ADP), oxidized (NADP) and reduced (NADPH) forms of nicotinamide adenine dinucleotide phosphate, pyruvate, lactate, and the ATP/ADP and NADP/NADPH ratios in tibialis anterior (TIB), soleus (SOL), and heart muscles from fed, phase 2 (P2), and phase 3 (P3) rats are presented as the means ± SEM (*N* = 5/group). * *p*-value < 0.05, ** *p*-value < 0.01, *** *p*-value < 0.001, **** *p*-value < 0.0001 (one-way ANOVA and Tukey tests).

**Figure 6:**
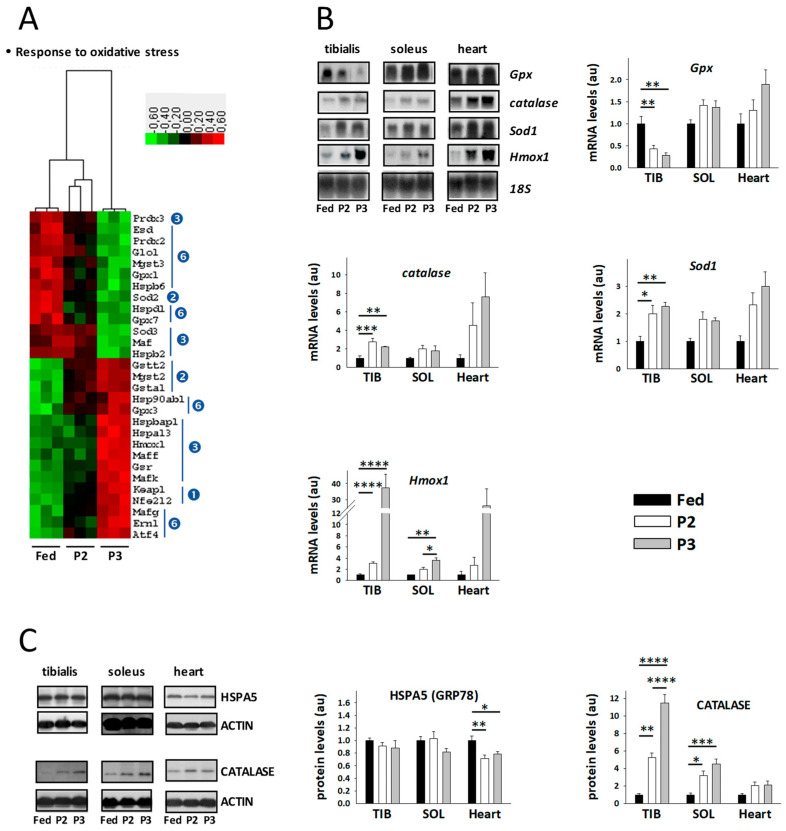
Changes related to oxidative stress in tibialis anterior muscle of rats during prolonged fasting. (**A**) Heatmaps showing differentially abundant transcripts between fed, phase 2 (P2), and phase 3 (P3) animals (*N* = 3/group). Red, black, and green boxes represent downregulated, intermediate, and upregulated genes, respectively. Legend for numbers in blue circles, which indicate when mRNA levels were significantly changed (ANOVA and Tukey *p*-values < 0.001), is given in Figure 2B. (**B**) Representative Northern blots and densitometry data for muscle mRNAs (means ± SEM, *N* = 5/group). (**C**) Representative Western blots and densitometry data for muscle proteins (means ± SEM, *N* = 5/group). The values in fasted animals were normalized to those in fed rats that were assigned an arbitrary value of 1. * *p*-values < 0.05, ** *p*-values < 0.01, *** *p*-values < 0.001, **** *p*-values < 0.0001 (one-way ANOVA and Tukey tests). Sod1: superoxide dismutase 1; *Gpx*: glutathione peroxidase; *Cat*: catalase; *Hmox1*: heme oxygenase 1; HSPA5 (GRP78): ER chaperone BiP; au: arbitrary units.

**Figure 7:**
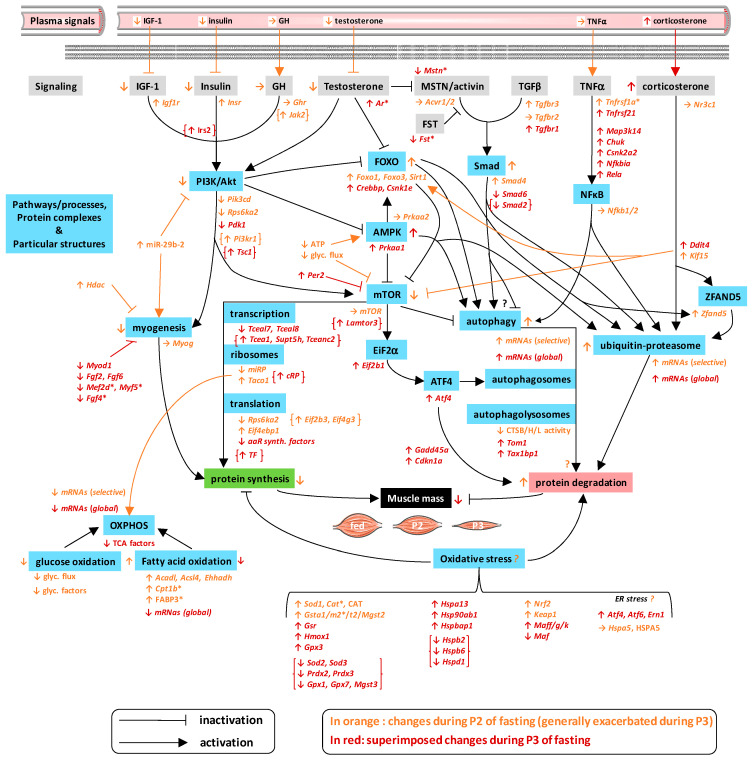
Molecular regulations controlling muscle mass during prolonged fasting in rats. This figure summarizes the molecular changes we observed in rat skeletal muscle during P2 and P3 of prolonged fasting compared to fed state. Significant changes in mRNA (ANOVA and Tukey *p*-values < 0.001) and protein abundances (ANOVA and Tukey *p*-values < 0.05) are shown in italic and capital letters, respectively. Non-significant changes but exhibiting a clear trend are highlighted with a “*”. The vast majority of muscle regulations were in line with downregulation of protein synthesis and upregulation of protein degradation during P2 and more markedly P3 of fasting. Opposite regulations are shown between braces. Glyc. flux: glycolytic flux; aaR synth.: aminoacyl-transfer ribonucleic acid (tRNA) synthesis; miRP: mitochondrial ribosomal proteins; cRP: cytosolic ribosomal proteins; TF: translation factors.

**Table 1:** Characteristics of fed and fasted rats.

State	Fed	P2	P3
Main Fuels	Mix *	Lipids	Proteins
**Rat profiles**			
Duration of fasting (days)	-	5.6 ± 0.4	7.8 ± 0.5 ◊
Initial body mass (g)	344.5 ± 1.6	347.7 ± 2.2	346.4 ± 2.4
Final body mass (g)	344.5 ± 1.6	268.5 ± 1.7 #	225.0 ± 2.0 # ◊
Body mass loss (%)	-	22.7 ± 0.4	35.0 ± 0.3 ◊
dm/m.dt (g.100^−1^.d^−1^)	-	3.7 ± 0.3	7.6 ± 0.3 ◊
VO_2_ (mL O_2_.min^−1^.(kg^0.67^)^−1^)	18.95 ± 0.02	14.82 ± 0.7 #	14.44 ± 0.8 #
Respiratory quotient (RQ)	0.92 ± 0.01	0.69 ± 0.01	0.75 ± 0.01
**Plasma**			
NEFA (mM)	0.57 ± 0.04	0.78 ± 0.03 #	0.19 ± 0.02 # ◊
Urea (mg.dL^−1^)	21.4 ± 1.1	16.0 ± 1.1	44.4 ± 3.1 # ◊
Glucose (mM)	8.0 ± 0.3	6.2 ± 0.1 #	5.5 ± 0.3 #
**Muscles**			
TIB mass (mg)	1220.0 ± 47.3	1100.0 ± 20.7	962.0 ± 35.4 # ◊
SOL mass (mg)	330.0 ± 24.5	282.0 ± 13.6	280.0 ± 12.2
Heart mass (mg)	1479.3 ± 70.7	1405.7 ± 41.6	1025.1 ± 47.5 # ◊

Values are the means ± standard error of the mean (SEM) (*N* = 5/group). VO_2_ and the respiratory quotient (RQ) values are those obtained the day of the sacrifice. P2 and P3: phase 2 and phase 3 of fasting; TIB: tibialis anterior muscle; SOL: soleus muscle; NEFA: non-esterified fatty acids. * Main fuels include carbohydrates, lipids and proteins; # *p*-value < 0.05 vs. fed, ◊ *p*-value < 0.05 vs. P2 (one-way ANOVA, Tukey tests, and Welch two sample *t*-tests).

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/17/5984/s1. Table S1: List of the 26535 probes used to compare transcripts expression levels in tibialis anterior muscle of fed and fasted rats. Figure S1: Overview of tibialis anterior transcriptomic response to prolonged fasting in rats.

## Abbreviations

ER	Endoplasmic reticulum
GO	Gene Ontology
miRNA	microRNA
NEFA	Non-esterified fatty acids
OXPHOS	Mitochondrial oxidative phosphorylation
P2	Phase 2 of prolonged fasting
P3	Phase 3 of prolonged fasting
ROS	Reactive oxygen species
RQ	Respiratory quotient
SOL	Soleus muscle
TCA	Tricarboxylic acid cycle
TIB	Tibialis anterior muscle

How the deposited data were processed for this re-analysis (not part of the article)

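RNA from the tibialis anterior muscle of 9 male Sprague Dawley rats was measured on Affymetrix Rat Gene 1.0 ST arrays, 1 array per rat, with 3 fed rats, 3 rats in P2 and 3 rats in P3. Fasting times and body mass losses given beside the groups are the paper's means over 5 rats per group. The authors made the deposited log2 values with RMA in Affymetrix Expression Console 1.1, through a sketch quantile normalization between arrays and a median polish over the probes of each probe set. Each deposited value is therefore a log2 intensity of 1 probe set on 1 array, with no centring per gene. The values were used as they are. It was checked that the group means match the log2 means of the 1388 probe sets of Table S1 that could be read within 0.0001.

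The deposited table has 29215 probe sets, and all were tested. Genes come from the annotation of the platform, where 15310 probe sets have 1 symbol, 323 have several and 13582 have none. Of those with 1 symbol, 15279 matched a current rat gene, and no symbol changed. They stand for 14506 genes, each represented by its probe set with the highest mean over the 9 arrays. Probe sets without a symbol, or with several, count in the totals and are given no gene name. Of 222 genes that the paper names, 204 have a probe set with 1 symbol, and the others were not analysed here.

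Statistics used R 4.3.3 and limma 3.58.1. Group means were fitted to all 9 arrays with lmFit, and P2 was compared with Fed, P3 with Fed and P3 with P2 after eBayes with its defaults, which estimated 2.87 prior degrees of freedom. P-values of each comparison were adjusted over the 29215 probe sets by the Benjamini-Hochberg method, and an adjusted p under 0.05 is a call. The moderated F test was used across the groups. Lists of genes, 50 in all with 1113 measured genes, were tested with camera at a preset correlation of 0.01, adjusted over the 150 tests. The distance of P2 to the other groups is Euclidean over all probe sets. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

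The comparisons, lists, alternatives and the rule for named genes were chosen before the data were examined, although the readable part of Table S1 had been seen. Values are given for every gene that the paper names, for the 10 genes per direction and comparison with the largest change among calls without overlap between the groups and with a mean of at least 6 in the higher group, and for up to 4 of the most changed members of a list, except for results that are not reported. Unchanged probe sets would show no overlap between 3 rats and 3 rats in 10% of cases.

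Precision is limited by the number of arrays, 3 per group. It was tested on simulated data with the spread of these arrays. Changes of 2 on the log2 scale were called in 100%, 97.0% and 93.9% of probe sets in P2 versus Fed, P3 versus Fed and P3 versus P2, and changes of 1 in 83.6%, 80.6% and 79.1%. For changes of 0.5 it was 43.3%, 47.8% and 29.9%. Of the 29215 simulated probe sets only 200 were changed, fewer than were called in the real data, so these shares may be too low for the latter. Of 29015 unchanged probe sets, 10, 10 and 7 were called. All 6 tests of lists shifted by 0.3 passed, and 1 of 144 tests of unshifted lists did. This does not show how often real lists are called falsely. There, an estimated correlation between genes cut the calls from 87 to 2.

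The alternatives, some of which change the test and the threshold together, were run separately: quantile normalization once more, subtraction of array medians, a mean log2 of at least 5, only probe sets with 1 symbol, an intensity trend with robust moderation, array weights, only the groups compared, replicate numbers as a block, an adjusted p under 0.01, a change of at least 1.5-fold, the ANOVA and Tukey test of the paper's methods at p under 0.001 with and without Benjamini-Hochberg adjustment, and each array left out in turn. Lists were also tested with an estimated correlation, with fry and with the mean of all probe sets of a gene, and the genes that the paper names with an adjustment over them alone. Distances were also taken as 1 minus Pearson's correlation, over probe sets past the F test and with probe sets scaled to unit SD. Divisions of the arrays were drawn with seed 20200820. Added after the data were seen was a test without 1645 probe sets that the study left out, as far as Table S1 shows them, which leaves 27570. The soleus muscle, the protein and metabolite assays and the Northern blots of the paper are not analysed here.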

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

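The tests of the collagen and hemoglobin genes below were chosen after their changes had been seen, while the test of the adipocyte markers was set before its result. The first results concern lists of genes that changed between fasted and fed rats and that the paper does not discuss as a group, although it reports a drop of Col1a1 as not significant. Collagen genes fell together in P3: Col1a1, Col3a1 and Col1a2, the main fibrillar collagens, had log2 fold changes of -4.18 ± 0.57 (adjusted p = 0.000487), -3.81 ± 0.36 and -3.67 ± 0.43, with 3 rats per group. The list of collagens and extracellular matrix genes had a mean of -1.35 (23 of 30 lower and 2 higher, 23 and 3 when adjusted over the list alone, adjusted p = 3.93e-07, adjusted p = 0.368 with an estimated correlation). In P2 the list mean was -0.68 (12 of 30 lower and 1 higher, 18 and 3 when adjusted over the list alone, adjusted p = 2.03e-07, adjusted p = 0.367 with an estimated correlation), with -2.44 ± 0.36 for Col3a1 (adjusted p = 0.00396) and no call for Col1a1 (-1.84 ± 0.57, adjusted p = 0.0848), where one appeared without P2 2 or P3 1 (adjusted p from 0.0283 to 0.0341).

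The 30 genes of that list had a P3 mean of -1.35 with an SD of 1.39 (95% interval of the mean -1.87 to -0.834), and a smaller share of fibroblast-lineage cells, or of tendon, in the P3 samples was weighed as the whole explanation. The 7 markers of fibro-adipogenic cells outside the matrix list had a mean of -0.832 (95% interval -1.5 to -0.162), and 5 tendon markers a mean of -1.64 (-3.26 to -0.0163). Both intervals cover the list's mean, so neither explanation is excluded. They are taken over few genes, not over rats, and are wide, so this test could hardly exclude either. Col1a1, at -4.18 ± 0.57, lies below both intervals, but it is the most changed gene of the list and excludes neither. In P2 the matrix list was already lower (mean -0.68), whereas the 6 tendon markers had a mean of 0.04 (SD 0.767, 2 higher and 1 lower). The 12 fibro-adipogenic markers had -0.56 there (adjusted p = 0.12). The P2 values thus give no sign of less tendon, although the tendon markers spread widely. A lower output of collagen transcripts per cell in fasting stays open as an untested biological explanation.

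The adipocyte markers had a mean log2 fold change of 0.68 in P2 (5 of 11 higher and 0 lower, 8 and 0 when adjusted over the list alone, adjusted p = 2.18e-05, adjusted p = 0.146 with an estimated correlation), the number of higher genes was 3 without Fed 2, and Adipoq, the fat hormone adiponectin, rose by 1.76 ± 0.32 (adjusted p = 0.00987). Under more fat tissue in some samples the markers would deviate from their group means together, and the bound set against this, a mean correlation of residuals under 0.3 by more than its standard error, was met: it was 0.129 (jackknife SE 0.106), beside a mean of 0.00915 and a highest value of 0.381 in 1000 random lists. It was decided after seeing the values that this bound was too weak, because 8 of the 11 markers were highest in the same P2 array, P2 1 (exact binomial p = 0.0265 with the markers taken as independent), and 7 of the 11 had a Fed mean under 6 on the log2 scale. Without P2 1 the list mean was 0.57 (adjusted p = 0.00032). More fat tissue in the P2 samples and a response of fat or muscle cells to fasting therefore cannot be told apart here.

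The list of erythroid and blood markers had a mean log2 fold change of -0.86 in P2 (3 of 6 lower and 0 higher, 3 and 0 when adjusted over the list alone, adjusted p = 0.000568, adjusted p = 0.135 with an estimated correlation), with -2.07 ± 0.16 for Hbb, and Hbb-b1 at 0.251 of the Fed level, both beta-globin genes, whose mean was -2.03. In P3 the list mean was -0.79 (3 of 6 lower and 0 higher, 3 and 0 when adjusted over the list alone, adjusted p = 0.0542, adjusted p = 0.21 with an estimated correlation), a list call appeared without Fed 2, P2 2 or P2 3 (adjusted p from 0.0445 to 0.0494), and Hbb had -2.14 ± 0.16 (adjusted p = 1.15e-05). Less blood in the P2 samples would lower leukocyte transcripts too, and the 25 lymphocyte, neutrophil and mast cell markers had a mean of -0.0115 (95% interval -0.0673 to 0.0443). These markers were too dim to decide, since 0 of the 25 reached a Fed mean of 7 on the log2 scale (highest 6.84, median 4.9). Less blood in the samples and fewer globin transcripts per red cell cannot be told apart, and a fall of young red cells in fasting was not tested.

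Further lists changed as follows, each with 3 rats per group. The paper's conclusions mention satellite and fibro-adipogenic cells among the other cell types of muscle. In P3 versus Fed, the fibro-adipogenic markers had a mean of -1.53 (9 of 12 lower and 0 higher, 9 and 1 when adjusted over the list alone, adjusted p = 0.000754, adjusted p = 0.367 with an estimated correlation), and 5 of the 12 belong to the matrix list as well. The tendon markers had a mean of -1.54 in P3 (5 of 6 lower and 0 higher, 6 and 0 when adjusted over the list alone, adjusted p = 0.000712, adjusted p = 0.225 with an estimated correlation), led by Kera (-3.34 ± 0.22) and Tnmd (-2.69 ± 0.23). For pericyte and smooth muscle markers the P3 mean was -0.64 (8 of 11 lower and 0 higher, 9 and 0 when adjusted over the list alone, adjusted p = 0.00132, adjusted p = 0.374 with an estimated correlation). Satellite cell markers had a P3 mean of -0.48 (6 of 11 lower and 1 higher, 8 and 1 when adjusted over the list alone, adjusted p = 0.0129, adjusted p = 0.267 with an estimated correlation). Genes of slow-fiber contraction had a P3 mean of -1.18 (8 of 12 lower and 0 higher, 9 and 0 when adjusted over the list alone, adjusted p = 0.000333, adjusted p = 0.367 with an estimated correlation), and the number of lower genes was 5 without P3 2 or P3 3. Their P2 mean was -0.84 (4 of 12 lower and 0 higher, 10 and 0 when adjusted over the list alone, adjusted p = 1.75e-06, adjusted p = 0.243 with an estimated correlation), with a number of lower genes that was 2 without Fed 2, Fed 3, P2 1, P2 3 or P3 3. The list of fast-fiber contraction had a P3 mean of -0.60 (7 of 15 lower and 0 higher, 9 and 0 when adjusted over the list alone, adjusted p = 0.000568, adjusted p = 0.21 with an estimated correlation), with -1.87 ± 0.11 for parvalbumin (Pvalb). It also holds Actc1, cardiac actin, with -3.18 ± 0.48, so its mean is not of fast-fiber genes alone. Genes of the immunoproteasome had a P3 mean of -0.41 (5 of 9 lower and 0 higher, 5 and 0 when adjusted over the list alone, adjusted p = 0.0211, adjusted p = 0.374 with an estimated correlation), and the number of lower genes was 3 without Fed 3, P3 2 or P3 3.

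In P2 versus Fed, PPAR targets of lipid use had a mean of 0.82 (11 of 22 higher and 0 lower, 11 and 0 when adjusted over the list alone, adjusted p = 6.06e-07, adjusted p = 0.192 with an estimated correlation), with 2.90 ± 0.18 for Angptl4 and 2.24 ± 0.38 for Ucp3. The P2 mean of denervation-responsive and embryonic muscle genes was -0.24 (3 of 17 lower and 1 higher, 3 and 2 when adjusted over the list alone, adjusted p = 0.0327, adjusted p = 0.302 with an estimated correlation), and this call ended without Fed 3, P2 1 or P2 3 (adjusted p from 0.0703 to 0.109). Genes of the cell cycle had a P2 mean of -0.12 (3 of 21 lower and 1 higher, 4 and 1 when adjusted over the list alone, adjusted p = 0.0256, adjusted p = 0.192 with an estimated correlation); the call ended without P2 1 (adjusted p = 0.0598), and the number of lower genes was 1 without Fed 2, P2 1, P2 3, P3 2 or P3 3. Genes of fatty acid and cholesterol synthesis had a P2 mean of -0.17 (7 of 26 lower and 4 higher, 7 and 5 when adjusted over the list alone, adjusted p = 0.00954, adjusted p = 0.192 with an estimated correlation), the number of lower genes was 2 without Fed 1 and 4 without Fed 3, and that of higher genes 1 without Fed 1 or P2 2 and 2 without Fed 2 or P2 3.

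The direct comparison of P3 with P2 tests whether the phases differ. The tendon markers differed between the phases with a mean of -1.59 (6 of 6 lower and 0 higher, 6 and 0 when adjusted over the list alone, adjusted p = 7.4e-06, adjusted p = 0.183 with an estimated correlation), beside 0.04 in P2 versus Fed, where they did not pass (adjusted p = 0.953). For PPAR targets the mean of P3 versus P2 was -0.92 (14 of 22 lower and 2 higher, 15 and 2 when adjusted over the list alone, adjusted p = 1.13e-05, adjusted p = 0.225 with an estimated correlation), beside -0.09 in P3 versus Fed. For the adipocyte markers it was -0.77 (5 of 11 lower and 0 higher, 7 and 0 when adjusted over the list alone, adjusted p = 3.89e-05, adjusted p = 0.146 with an estimated correlation), and the number of lower genes was 3 without P3 1. Chad, a cartilage and tendon protein, was higher in P2 (1.09 ± 0.18) and lower in P3 than in P2 (-1.70 ± 0.18, adjusted p = 0.000254). Fabp4, the fatty acid-binding protein of fat cells, had 0.69 ± 0.13 in P2, a call that ended without Fed 2 (adjusted p = 0.056), and -1.15 ± 0.13 in P3 versus P2 (adjusted p = 0.000425). Lipe, hormone-sensitive lipase, had 0.98 ± 0.09 in P2 and -1.32 ± 0.09 in P3 versus P2 (adjusted p = 2.65e-05). Pdhx, of the pyruvate dehydrogenase complex, was lower in P2 (-0.73 ± 0.10) and higher in P3 than in P2 (1.19 ± 0.10, adjusted p = 7.45e-05).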

How the results depend on the processing

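The alternative without the probe sets that the study left out was chosen after the results were seen, and the others were set beforehand. Of 754 values of the leading results under an alternative, 688 kept their call or stayed within 1.5 times, or within 1 SD for distances, and 66 did not. None of them reversed. Of 32641 values of single genes and other lists, 30330 kept direction and call, 1851 lost the call, 460 gained one and 0 reversed. Alternatives that change only the test or the threshold keep the fold changes, so they could not reverse a direction. The absence of reversals is therefore partly fixed in advance. The number of arrays, 3 per group, limits the precision, and the signal over background of each probe set could not be judged from summarized values. Unless a cause is given, the cause was not tested.

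Probe sets called in P2 versus Fed numbered 2711. They were 4284 with array weights, where P2 1 had the lowest weight (0.381) and P2 3 the highest (2.26). Leaving out arrays gave 1573 (without Fed 2) to 3364 (without P2 1), with 1711 without Fed 3 and 1627 without P2 3. Stricter thresholds lower counts by construction. At an adjusted p under 0.01 the P2 versus Fed count was 1118 and that of P3 versus P2 2816. With a further 1.5-fold minimum at 0.05 it was 1437 in P2 versus Fed, 5433 in P3 versus Fed and 2750 in P3 versus P2. The methods' ANOVA and Tukey test called 660, 2813 and 1419 probe sets in these 3 comparisons and 3005 across the groups. After Benjamini-Hochberg adjustment, its p-values called 712, 5222 and 2261. Probe sets changed in P3 and not in P2, 3323 higher and 2752 lower, were 3645 in all among probe sets with 1 gene symbol, where fewer are tested, and 2213 by the methods' test.

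Of 150 list tests, 87 passed, 85 to 90 without any 1 array, 44 with a mean change of at least 1.5-fold and 2 with an estimated correlation, which allows for more correlation between the genes of a list. The 1.5-fold minimum and the estimated correlation both ended the P2 calls of E3 ligases (mean log2 fold change 0.45), the proteasome (0.36), autophagy (0.29), cytosolic ribosomal proteins (0.15), mitochondrial ribosomal proteins (-0.27), complexes I to V (-0.55, -0.55, -0.48, -0.33 and -0.36), the tricarboxylic acid cycle (-0.40) and glycolysis (-0.21). In P3, both ended the calls of cytosolic (0.19) and mitochondrial (-0.44) ribosomal proteins. The estimated correlation alone also ended those of E3 ligases (0.82), the proteasome (1.00), autophagy (0.63), complexes I to V (-1.39, -1.37, -1.16, -0.93 and -0.99), the tricarboxylic acid cycle (-0.93) and fatty acid oxidation (-0.62). With fry, cytosolic ribosomal proteins passed in neither P2 (0.15) nor P3 (0.19). Leaving out arrays moved their P2 mean from 0.0490 (without P2 1, adjusted p = 0.322) to 0.24, and that of fatty acid oxidation from 0.0926 to 0.28. The latter passed without P2 1 (0.28, adjusted p = 0.0145) and without P2 3 (0.23, adjusted p = 0.0367). The methods' test gives no value for a list.

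The distance from P2 to Fed over that from P2 to P3, 0.842, was 0.774 over probe sets past the F test and 0.962 with probe sets scaled to unit SD. On that scale P2 lay at 0.459 of the way from Fed to P3, beside 0.415. The share of higher probe sets among those called in P2 was 55.3%, 49.1% after quantile normalization once more and 51.9% with medians subtracted, so the majority depends on the scaling. Replicate numbers do not pair the rats: same-number residuals had a mean r of -0.0342, beside 0.0166 for other numbers, and 2 of 9 arrays were closest to their own number. As a block, they gave counts of 1983, 7930 and 4035. Among 1275 results of named genes, called or not, 49 calls were lost and 6 gained. Without the 1645 probe sets that the study left out, an alternative chosen after seeing the data, the counts were 2823, 8188 and 4657. Of 203 stated directions, 199 were called as stated, and 197 to 199 without any 1 array.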

Differences from the paper's values

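The paper's counts rest on an ANOVA and a Tukey test, both at p under 0.001, and those here on limma at an adjusted p under 0.05, so the thresholds differ. Of the alternatives set before the data were examined, the methods' ANOVA and Tukey test gave a value within 1.5 times the paper's for each count of probe sets below. Across the 3 groups, 7649 probe sets passed, the paper's count is 2886, and the methods' test gave 3005. In P3 versus Fed the count was 8538, the paper's 2689, and the methods' test gave 2813. Probe sets higher in P3 and not in P2 were 3323 (the paper's 1170, methods' test 1229), and lower ones 2752 (the paper's 928, methods' test 984). The other alternatives, the same p-values after Benjamini-Hochberg adjustment included, stayed further than 1.5 times from the paper's values for these 4 counts.

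For the P2 counts, both the methods' test and its p-values after Benjamini-Hochberg adjustment came within 1.5 times of the paper's value, and no other alternative did. In P2 versus Fed, 2711 probe sets were called (the paper's 664, methods' test 660), 1500 higher (the paper's 362, methods' test 381) and 1211 lower (the paper's 262, methods' test 279). Of those higher in P2, 718 were higher still in P3 (the paper's 162, methods' test 172), and of the lower ones 630 lower still (the paper's 137, methods' test 142). Without a call between P2 and P3, 567 were higher in both (the paper's 155, methods' test 163) and 504 lower in both (the paper's 108). The highest Benjamini-Hochberg adjusted p among probe sets with an ANOVA p under 0.001 was 0.00971, and the paper's false discovery rate is 0.044. No alternative was set for that value.

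Subunits of respiratory complexes lower in P2 numbered 4 in complex II (the paper's 1), 4 in complex III (the paper's 2), 4 in complex IV (the paper's 1) and 6 in complex V (the paper's 1). The methods' test gave 1, 2, 1 and 1, and its p-values after Benjamini-Hochberg adjustment also came within 1.5 times of the paper's counts. For complex III, so did an adjusted p under 0.01, the 1.5-fold minimum and leaving out P2 3. No other alternative closed these 4 differences. Subunits lower in P3 but not in P2 numbered 7 in complex I (the paper's 23, methods' test 21), 0 in complex II (the paper's 3, methods' test 3) and 3 in complex III (the paper's 6, methods' test 4). The methods' p-values after adjustment, an adjusted p under 0.01, the 1.5-fold minimum and leaving out P2 3 closed these differences too, as did leaving out Fed 1 or Fed 2 for complex II, and the other alternatives did not. The count of complex I in P2, 25, lies within 1.5 times of the paper's 18, whereas the methods' test gave 7. For complex IV, subunits lower in P3 but not in P2 numbered 9, within 1.5 times of the paper's 8, whereas the methods' test gave 5.

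The paper states that its P2 changes of protein degradation were generally maintained in P3. With these counted for both phases, it gives 203 directions for measured genes, and 199 were called as stated. The others concern Mgrn1, Pias2 and Ostn. The paper lists Mgrn1 among the ligases that were higher in P2, and here it was lower (-0.31 ± 0.07), also in P3 (-0.93 ± 0.07). Its P2 call ended without Fed 2, Fed 3, P2 2 or P2 3 (adjusted p from 0.0507 to 0.0692). Of the 19 genes of protein degradation stated higher in P2, 18 were higher. Pias2, stated higher in P2, was called there with 0.28 ± 0.06, a call that ended without Fed 2, Fed 3 or P2 3 (adjusted p from 0.0847 to 0.0992), and had 0.12 ± 0.06 in P3 (adjusted p = 0.197), where no alternative called it. For Ostn the paper's results state higher levels in P3 and its discussion states a decrease, and here it was lower (-3.08 ± 0.29, adjusted p = 5.01e-05).

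The paper names genes whose changes did not reach significance, and at the methods' threshold none of them passed here. By limma, 9 of 15 proteolysis genes had no call in P3 and 15 of 15 none in P2. The calls in P3 were Mstn (-2.49 ± 0.43, adjusted p = 0.00192), Acvr1 (-0.72 ± 0.13), Sgk1 (1.16 ± 0.24), Traf6 (0.50 ± 0.09), Acvr2b (0.32 ± 0.10) and Mapk12 (-0.37 ± 0.10). That of Acvr2b ended without Fed 2, Fed 3, P2 1, P2 2, P2 3, P3 2 or P3 3 (adjusted p from 0.05 to 0.138) and that of Mapk12 ended without Fed 1, Fed 2, P3 1 or P3 2 (adjusted p from 0.0543 to 0.0622). Of 13 genes of protein synthesis, 4 had no call in P3 and 11 none in P2. Called in P3 were Eif2s1 (0.81 ± 0.11), Eif2b5 (0.44 ± 0.08), Rptor (0.38 ± 0.08), Mtor (0.31 ± 0.09), Gsk3b (0.25 ± 0.07), Eif4e (-0.55 ± 0.09), Akt1 (-0.63 ± 0.12), Akt2 (-0.67 ± 0.13) and Fgf4 (-0.42 ± 0.11). The calls ended for Mtor without Fed 1, Fed 3, P3 2 or P3 3 (adjusted p from 0.0632 to 0.0797), for Gsk3b without Fed 1, Fed 2, Fed 3, P3 1 or P3 3 (adjusted p from 0.0641 to 0.0967) and for Fgf4 without Fed 2, P3 1 or P3 2 (adjusted p from 0.0715 to 0.0771). In P2, Akt1 had -0.54 ± 0.12 and Rps6kb1 -0.43 ± 0.10. These calls ended for Akt1 without Fed 2, Fed 3, P2 2 or P2 3 (adjusted p from 0.0609 to 0.0735) and for Rps6kb1 without Fed 2, Fed 3, P2 1, P2 2 or P3 3 (adjusted p from 0.0505 to 0.0994).

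Further genes stated as not significantly changed were called by limma and not at the methods' threshold: Prkag2 in P3 (0.98 ± 0.23), Cat in P2 and P3 (0.83 ± 0.14 and 0.65 ± 0.14), Gstm2 in both (1.64 ± 0.21 and 1.73 ± 0.21), Sparc in P3 (-1.87 ± 0.27) and Apln in both (-0.49 ± 0.10 and -0.64 ± 0.10). The P2 call of Apln ended without Fed 2, Fed 3 or P2 3 (adjusted p from 0.0545 to 0.0696). The paper's discussion gives Optn and Myh6 as unchanged, and by limma Optn was higher and Myh6 lower in P3. The Optn call ended without Fed 1, Fed 2, Fed 3, P2 2, P3 2 or P3 3 (adjusted p from 0.0551 to 0.134). That of Myh6 ended without Fed 2 (adjusted p = 0.0521). Of its trends, Fst was called lower in P3 and Cpt1b higher in P2. The Cpt1b call ended without Fed 1, Fed 2 or Fed 3 (adjusted p from 0.0621 to 0.0769). The paper reports a clear drop of Col1a1 that was not significant because of variation between rats. By limma it was lower in P3 (-4.18 ± 0.57, adjusted p = 0.000487), without a call at the methods' threshold, and it had no call in P2 (-1.84 ± 0.57, adjusted p = 0.0848), where one appeared without P2 2 or P3 1 (adjusted p from 0.0283 to 0.0341). Of 22 genes of protein degradation that the paper adds in P3, 13 were also higher in P2 by limma and 1 at the methods' threshold; the 13 became 8 without Fed 1, P2 2 or P2 3 and 7 without Fed 2. Of 12 genes of the tricarboxylic acid cycle stated lower in P3 alone, 9 were also lower in P2 by limma. None of the 12 was lower in P2 at the methods' threshold. Of the 9, the P2 calls of Idh3a, Mdh2, Ogdh, Pdha1, Sdha, Sdhb and Suclg1 all ended without Fed 2.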

Other observations

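The tests of other divisions of the arrays were set before their results were seen. Of 75 measured genes of ribosome biogenesis, 27 were higher and 3 lower in P2 versus Fed (36 and 3 when adjusted over the list alone; mean 0.27, adjusted p = 3.45e-10, adjusted p = 0.2 with an estimated correlation). In P3, 64 were higher and 2 lower (66 and 2 when adjusted over the list alone; mean 0.90, adjusted p = 3.26e-21, adjusted p = 0.135 with an estimated correlation). The P2 count was 17 without Fed 2 and 15 without P2 3. Nob1, an endonuclease of the small subunit's RNA, had log2 fold changes of 1.27 ± 0.16 in P2 and 2.24 ± 0.16 in P3 (adjusted p = 9.55e-06). In P3, Wdr43 and Ddx27, of nucleolar RNA processing, rose by 1.96 ± 0.09 and 1.94 ± 0.14, and Tsr1, of the small subunit's assembly, by 1.88 ± 0.07, with 3 rats per group. Between the phases, 60 genes were higher in P3 than in P2 and 0 lower (62 and 1 when adjusted over the list alone; mean 0.63, adjusted p = 2.59e-24, adjusted p = 0.135 with an estimated correlation).

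Among single genes, Mt2A, a metallothionein, had log2 fold changes of 2.47 ± 0.18 in P2 and 5.22 ± 0.18 in P3 on one of its probe sets (adjusted p = 3.66e-07). Snx10, a protein of endosome sorting, rose by 3.29 ± 0.32 in P3 (adjusted p = 6.24e-05), and its P2 value was 0.37 ± 0.32 (adjusted p = 0.575). Mybph, a myosin-binding protein, fell by 1.71 ± 0.28 in P2 and 4.16 ± 0.28 in P3 on the log2 scale. Genes of amino acid breakdown and polyamines moved both ways in P3, with 9 of 27 higher and 9 lower (10 and 10 when adjusted over the list alone; adjusted p = 0.653). Dbt, of the branched-chain keto acid dehydrogenase, rose by 2.22 ± 0.16, whereas Gpt2 and Got1, aminotransferases, had -2.51 ± 0.20 and -1.80 ± 0.16. Macrophage markers did not pass as a list in P3 (mean -0.04, adjusted p = 0.647), with 2 of 17 higher and 1 lower (2 and 1 when adjusted over the list alone). Lyve1, a marker of resident macrophages, was one of the higher ones (1.10 ± 0.16, adjusted p = 0.000816). Schwann and glial markers did not pass in P3 either (mean -0.02, adjusted p = 0.53).

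The arrays can be divided into 3 groups of 3 in 280 ways. Among the 100 divisions drawn with a fixed seed, the real one included, 1 division called as many probe sets by the moderated F test as the real groups, namely the real one with 7649, and the highest other called 4827. Chance division of the arrays is excluded as an explanation of that count at a share of 0.05. For 3 rats against 3 rats only 10 divisions exist, too few for a share under 0.05. In each comparison 1 of the 10, the real one, gave the full count: 2711 in P2 versus Fed, 8538 in P3 versus Fed and 4680 in P3 versus P2, and the highest other was 0 in each.

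P2 and P3 share the fed rats as their reference, which by itself makes their fold changes correlate. Across probe sets, which are not independent replicates, the correlation was 0.780, beside a mean of 0.502 in 20 simulations of unchanged groups. The same sign was seen in 77.4% of probe sets, beside 66.7% in the simulations. Among the genes that the paper names and the members of the lists, 1 gene had a probe set called against the direction of its brightest one in P3: Rb1cc1, of autophagy initiation, with 1.30 on the brighter probe set and -0.31 on another (adjusted p = 0.0289).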
